# GeneChip Expression Profiling Reveals the Alterations of Energy Metabolism Related Genes in Osteocytes under Large Gradient High Magnetic Fields

**DOI:** 10.1371/journal.pone.0116359

**Published:** 2015-01-30

**Authors:** Yang Wang, Zhi-Hao Chen, Chun Yin, Jian-Hua Ma, Di-Jie Li, Fan Zhao, Yu-Long Sun, Li-Fang Hu, Peng Shang, Ai-Rong Qian

## Abstract

The diamagnetic levitation as a novel ground-based model for simulating a reduced gravity environment has recently been applied in life science research. In this study a specially designed superconducting magnet with a large gradient high magnetic field (LG-HMF), which can provide three apparent gravity levels (μ-g, 1-g, and 2-g), was used to simulate a space-like gravity environment. Osteocyte, as the most important mechanosensor in bone, takes a pivotal position in mediating the mechano-induced bone remodeling. In this study, the effects of LG-HMF on gene expression profiling of osteocyte-like cell line MLO-Y4 were investigated by Affymetrix DNA microarray. LG-HMF affected osteocyte gene expression profiling. Differentially expressed genes (DEGs) and data mining were further analyzed by using bioinfomatic tools, such as DAVID, iReport. 12 energy metabolism related genes (*PFKL, AK4, ALDOC, COX7A1, STC1, ADM, CA9, CA12, P4HA1, APLN, GPR35* and *GPR84*) were further confirmed by real-time PCR. An integrated gene interaction network of 12 DEGs was constructed. Bio-data mining showed that genes involved in glucose metabolic process and apoptosis changed notablly. Our results demostrated that LG-HMF affected the expression of energy metabolism related genes in osteocyte. The identification of sensitive genes to special environments may provide some potential targets for preventing and treating bone loss or osteoporosis.

## Introduction

High magnetic fields (HMFs) are one of the most powerful tools for studying the properties of materials because they couple directly to the electronic charge and magnetic moments of the protons, neutrons, and electrons [1]. Recent technologic innovations have led to the generation of man-made static magnetic fields up to 10 Tesla (T). HMFs produced by a superconducting magnet have been widely used in research and medical applications. HMFs (>10 T) affected the cell cytoskeleton, cell viability and differentiation [2], significantly retarded *Xenopus laevis* development and suppressed gene expression [3].

Recently, scientists in several national HMF laboratories, including Japan [3], Nijmegen [4], the USA [5] and France [6] have been carried out studies in physics, chemistry, materials, and biology using a large-gradient, high-magnetic field (LG-HMF) environment. The magnetic body force (Kelvin force), like gravity, is a body force and the counterbalance between the magnetic force and gravity holds for each molecule constituting the materials [7]. If the magnetic field is strong enough, magnetism can affect any atom or molecule. In addition, the LG-HMF imposes a directional ponderomotive force on diamagnetic substances, and thus can simulate gravity or accelerative forces with the advantage that it can be confined to small areas [8, 9]. Therefore, the magnetic body forces produced by LG-HMF can be used to simulate different gravity environments, which is one of the most promising tools to realize a virtual microgravity environment on earth. Impressive records of levitating insects, strawberries, frogs, mouse, water drop, plants, and mammalian cells have been reported [4, 5, 10–17]. A diamagnetic levitation technical platform has been developed by our laboratory, and we have successfully carried out experimental research, including cell culture, embryogenesis of model animals, protein crystallization, and microbiology [18]. Our findings showed that diamagnetic levitation using superconducting magnet affects the morphology, cytoskeleton architecture, and function of bone cells (osteocytes, osteoblasts and osteoclasts) [19–27] and the development of silkworm eggs [28].

Osteocyes are terminally differentiated from osteoblasts and play a crucial role in bone remodeling [29]. Osteocytes take up more than 90% of all bone cells [30, 31]. In mature bone, osteocytes are embed in the mineralized matrix and these dendritic cells connecte with each other and to the bone surface through the lacuno-canalicular system[32]. The location, mophology and network of osteocyte made it as an ideal candidate for systemic homeostasis regulation. Osteocytes may paly a pivotal role in mediating the function of osteoblast and osteoclast[33, 34]. The apoptosis of osteocyte has been proved to be crucial in stress/unstress induced bone remodeling through regulating bone formation and resorption processes[35, 36]. More and more studies have been reported that osteocytes in bone tissue are very sensitive to mechanical stimulus and maybe are one of the most important mechanosensors [37, 38].Our previous studies have reported that diamagnetic levitation causes changes in the morphology, cytoskeleton, and focal adhesion proteins expression in osteocytes [23].

Although some studies on the biological effects of diamagnetic levitation have been carried out, reports on the effects of diamagnetic levitation on mammalian cells are still limited. In addition, there are also a few reports on the effects of weightlessness on osteocytes’ structure and function. The purpose of this study is to further explore the possible mechanism of cellular morphology and function alterations induced by LG-HMF. The identification of specific mechanosensitive genes will improve our understandings of physiological effects observed during spaceflight and may provide some new clues to further investigate the mechanism of bone loss induced by weightlessness. Morevoer, findings at a cellular level may provide some evidences for the application of superconducting magnet into biological research.

## Results

### Effects of LG-HMF on gene expression profiles of MLO-Y4 cell line

In this study, a special designed superconducting magnet with large gradient high magnetic field was used to simulate different gravity levels. For the convenience of description, we named four sets as set 1(μ-g *v.s.* control), set 2 (2-g *v.s.* control), set 3 (1-g *v.s.* control) and set 4 (μ-g *v.s*. 2-g).The volcano plots in Fig. 1 showed the overall feature of the four gene sets in MLO-Y4 cells exposed to LG-HMF. 

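MLO-Y4 is a mouse cell line that carries the dendritic shape and several markers of osteocytes. Its cells were cultured for 48 h in the bore of the magnet at μ-g (12 T, −1370 T2/m), at 1-g (16 T, 0 T2/m) or at 2-g (12 T, 1370 T2/m), or outside the magnet as control. RNA of each of the 4 groups was hybridised to 3 Affymetrix Mouse Gene 1.0 ST arrays, which gives 12 arrays, and this number limits the precision. The labels call the 3 samples of a group biological replicates, but whether they came from separate cultures is not given in the sources used here, so their spread may be technical, and p-values then measure only the spread between these samples. The deposited values are on a log2 scale after normalization by RMA, and 19938 genes were compared with limma in 1 fit over the 12 arrays. The gene lists, the rule for the genes that are named and the comparisons of groups were fixed before the data were examined. Log2 fold changes are given with their standard error (SE). A gene is said to have risen or fallen only at an adjusted p under 0.05 over all genes. Counts at the thresholds of the paper (FC > 1.5 or 2, P under 0.05, read here as unadjusted) are given beside such calls. Among the 4 groups, 629 genes differed at an adjusted p under 0.05 of limma's F test, and 2324 did so with the replicate number as a block, called the block from here on. Without 2-g replicate 3 the number was 206. Ndufa4l2, which encodes a mitochondrial protein that is induced at low oxygen, averaged 6.93 ± 0.14 (SD, n = 3) in μ-g, 7.01 ± 0.21 in 1-g, 9.05 ± 0.93 in control and 10.65 ± 0.32 in 2-g.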

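Genes of the response to low oxygen fell in μ-g and rose in 2-g, each against control. Of 34 measured genes of a hypoxia response list, 22 of which the paper names in its tables or figures, 0 rose, 11 fell and 23 did not pass in set 1 (0 rose and 23 fell when adjusted over the list alone). Their median log2 fold change was −0.33 (adjusted p = 1.68e-29 from camera and adjusted p = 0.0442 with an estimated correlation). In set 2, 20 of them rose, 0 fell and 14 did not pass (28 rose when adjusted over the list alone). The median there was 0.62 (adjusted p = 1.21e-28 from camera and adjusted p = 0.0300 with an estimated correlation). The 12 members that the paper does not name, set apart after the data were seen, had medians of −0.19 and 0.23, and 1 of them fell in set 1 (Stc2) and 3 rose in set 2 (Mxi1, Ankrd37 and Rora). Bnip3, a protein of the outer mitochondrial membrane that acts in mitophagy and cell death, had a log2 fold change of −1.70 (SE 0.22, adjusted p = 0.0124) in set 1 and 0.99 (SE 0.22, adjusted p = 0.0338) in set 2. Ndufa4l2 changed by −2.12 (SE 0.34, adjusted p = 0.0257) and 1.60 (SE 0.34, adjusted p = 0.0286). Sesn3, a stress protein that restrains growth signalling, rose in set 1 by 0.61 (SE 0.06, adjusted p = 0.00132), and Ccng1, a cyclin induced by p53, by 0.51 (SE 0.07, adjusted p = 0.0124). At FC > 1.5, set 1 held 5 up-regulated and 36 down-regulated genes, and set 2 held 66 and 27. At an adjusted p under 0.05 without a fold change limit, 87 genes rose and 77 fell in set 1. In set 2, 335 rose and 285 fell, and 1870 passed with the block. Leaving out 1 array gave between 2 (without μ-g replicate 3) and 392 (without μ-g replicate 2) genes at adjusted p in set 1 and between 145 (without 2-g replicate 3) and 660 (without μ-g replicate 2) in set 2, and of Bnip3, Ndufa4l2, Ccng1, Rora and Sesn3 only Sesn3 kept its calls throughout. A limma fit of only the 6 arrays of set 1 called 0 genes at adjusted p and 2565 at unadjusted P, so no call of set 1 holds there, and that of set 2 called 151 without Bnip3 and Ndufa4l2.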

Down-regulated genes were much more than up-regulated genes in set 1(Fig. 1A), while it presented a reversed feature in set 2 (Fig. 1B). Set 3 contained the least number of genes with lower fold change than the other three sets (Fig. 1C). 

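Ndufa4l2, Bnip3 and other genes of low oxygen fell in 1-g, as they did in μ-g. Of the 34 genes of the hypoxia response, 0 rose, 6 fell and 28 did not pass in set 3 (20 fell when adjusted over the list alone, and 15 fell over all genes with the block). Their median log2 fold change was −0.32 (adjusted p = 7.00e-31 from camera and adjusted p = 0.0397 with an estimated correlation). The 6 are genes that the paper names, and the 12 members that it does not name had a median of −0.16 (limma called 0, with 0 higher and 7 lower at unadjusted P). Ndufa4l2 fell by 2.04 on the log2 scale (SE 0.34, adjusted p = 0.0391) and Bnip3 by 1.45 (SE 0.22, adjusted p = 0.0293). Selenbp2, a selenium-binding protein, had a log2 fold change of −0.96 (SE 0.16, adjusted p = 0.0353), and Ang2, an angiogenin of the ribonuclease family, of −0.87 (SE 0.14, adjusted p = 0.0369). Ccng1 (0.47, adjusted p = 0.0293) and Stxbp4 (0.50, adjusted p = 0.0318), a syntaxin-binding protein, rose. At FC > 1.5, set 3 held 1 up-regulated gene, D3Ertd751e, and 27 down-regulated genes, 28 against 41 in set 1, 93 in set 2 and 141 in set 4. At an adjusted p under 0.05, 35 genes rose and 29 fell, and 352 passed with the block. Leaving out 1 array gave between 0 (without 1-g replicate 1 or 2) and 61 genes at adjusted p, so no call of set 3 holds without either of these arrays. A limma fit of only the 6 arrays of set 3 called 0 genes at adjusted p and 2006 at unadjusted P.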

In set 4, there was a significant increase in down-expressed genes compared to other sets (Fig. 1D).

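Genes of low oxygen fell in μ-g against 2-g. Of the 34 genes of the hypoxia response, 0 rose, 29 fell and 5 did not pass (32 fell when adjusted over the list alone). The median log2 fold change of the list was −0.90 (adjusted p = 5.57e-66 from camera and adjusted p = 0.00644 with an estimated correlation). The 12 of them that the paper does not name had a median of −0.42, and 8 of these fell. Ndufa4l2 had a log2 fold change of −3.72 (SE 0.34, adjusted p = 0.000159), Bnip3 of −2.69 (SE 0.22, adjusted p = 8.40e-05) and Tmem45a, a transmembrane protein, of −2.65 (SE 0.30, adjusted p = 0.000633). Egln1, a prolyl hydroxylase that marks the HIF proteins for degradation, averaged 9.47 ± 0.05 (SD, n = 3) in μ-g and 11.07 ± 0.06 in 2-g, a log2 fold change of −1.60 (SE 0.15, adjusted p = 0.000159). Ppargc1a, a coactivator of mitochondrial genes, rose by 0.78 (SE 0.11, adjusted p = 0.00393), and Socs2, an inhibitor of cytokine signalling, by 0.86 (SE 0.11, adjusted p = 0.00183). At FC > 1.5, 22 genes were up-regulated and 119 down-regulated, or 84.4% down-regulated, against 87.8% in set 1, 29.0% in set 2 and 96.4% in set 3. At an adjusted p under 0.05 without a fold change limit, 276 genes rose and 298 fell, and 1831 passed with the block. Leaving out 1 array gave between 219 (without μ-g replicate 1) and 670 (without μ-g replicate 2) genes at adjusted p and up to 40 up-regulated genes (without μ-g replicate 2), and a fit of only the 6 arrays of set 4 called 301 genes. From the numbers of higher and lower genes in its sets, the paper states that hypergravity raises most of the differentially expressed genes and that hypogravity or the magnetic field mainly lowers them.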

**Figure 1:**
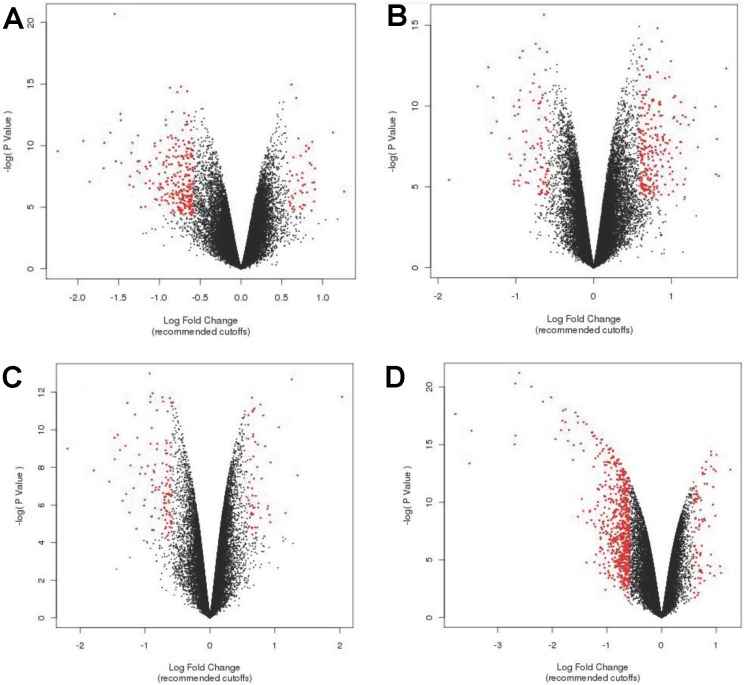
Volcano plots of differentially expressed genes in MLO-Y4 cells exposed to LG-HMF. Volcano plots displays unstandardized signal against noise-adjusted/standardized signal. The x-axis represents the fold change cutoff, while y-axis shows the negative logarithmic of *P* value. A: μ-g *v.s.* control (set 1), B: 2-g *v.s.* control (set 2), C: 1-g *v.s.* control (set 3), D: μ-g *v.s.* 2-g (set 4).

The DEGs were refiltered by setting the cutoff limitations. Besides the initial fold change, cutoff of 2- and 1.5- fold were applied. The number of DEGs (FC > 1.5 and 2) in 4 sets were shown in Table 1. The number of genes decreased with the increase of the fold change. There are a few more down-regulated genes in the set1, set 3 and set 4 relative to set 2, but in set 2 there are much more up-regulated genes compared with other sets (Table 1). In set 1 and set 3, all DGEs (FC > 2) were down-regulated genes. 

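Ndufa4l2, Bnip3, Selenbp1 and Cox7a1 fell by more than 2-fold in μ-g and in 1-g. In set 1, 14 genes were lower by more than 2-fold and in set 3 12 genes, and no gene was higher by that amount. Tmem45a had a log2 fold change of −1.66 (SE 0.30, adjusted p = 0.0326) in set 1, and Fam162a, a mitochondrial protein induced by HIF-1, of −1.16 (SE 0.23, adjusted p = 0.0405). Selenbp1, a selenium-binding protein, changed by −1.12 (SE 0.19, adjusted p = 0.0300) in set 1 and by −1.10 (SE 0.19, adjusted p = 0.0396) in set 3. At an adjusted p under 0.05, 12 of the 14 genes of set 1 and 4 of the 12 genes of set 3 passed. These 4 are the genes named first. In set 3, Ak4 (adjusted p = 0.00615), Pdk1 (adjusted p = 0.0106) and Car9 (adjusted p = 0.0123) passed too with the block. So did Car12 (adjusted p = 0.0306) and Aldoc (adjusted p = 0.00399). Without control replicate 2, set 1 held 8 genes above the 2-fold limit. The calls of Tmem45a (adjusted p = 0.158), Fam162a (adjusted p = 0.192), Selenbp1 (adjusted p = 0.138), Ndufa4l2 (adjusted p = 0.110) and Cox7a1 (adjusted p = 0.0648) in set 1 were lost without μ-g replicate 1, those of Bnip3 (adjusted p = 0.0774) in set 1 without μ-g replicate 3, those of Selenbp1 (adjusted p = 0.149) in set 3 without control replicate 2, and those of Ndufa4l2 (adjusted p = 0.152), Bnip3 (adjusted p = 0.133) and Cox7a1 (adjusted p = 0.0990) in set 3 without 1-g replicate 3.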

In set 2, the number of up-regulated DGEs was more than that in down-regulated DGEs.

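Ndufa4l2, Stc1 and Ak4 rose most in 2-g, and Gpr84, Clec4e and Ccl3 fell most. Above 2-fold, set 2 held 9 up-regulated genes (Stc1, Ndufa4l2, Ak4, Car9, Arrb1, Apln, Gpr35, Pdk1 and Abhd18) and 5 down-regulated genes (Gpr84, Clec4e, Ccl3, Crct1 and Nat8f5). Stc1, which encodes stanniocalcin 1, averaged 9.67 ± 0.07 (SD, n = 3) in 2-g and 8.07 ± 0.41 in control, a log2 fold change of 1.60 (SE 0.15, adjusted p = 0.00161). Ak4, an adenylate kinase of mitochondria, rose by 1.58 (SE 0.28, adjusted p = 0.0135), and Arrb1, an arrestin that desensitises G-protein coupled receptors, by 1.25 (SE 0.16, adjusted p = 0.00305). Abhd18, which Fig. 2 of the paper lists under an older name, rose by 1.01 (SE 0.16, adjusted p = 0.00741). Crct1, a protein of the cornified envelope, fell with a log2 fold change of −1.30 (SE 0.19, adjusted p = 0.00618), and Nat8f5, an acetyltransferase, with −1.04 (SE 0.22, adjusted p = 0.0265). Pdk1, a kinase that the paper lists under glucose metabolic process, rose by 1.04 (SE 0.25, adjusted p = 0.0431). With the adjusted p in place of P, all but Car9 passed in the fit of 12 arrays, and Ndufa4l2, Pdk1 and Nat8f5 did not pass in a fit of only the 6 arrays of set 2. Without control replicate 2, 30 genes exceeded 2-fold and 53 were down-regulated above 1.5-fold, and the calls of Ndufa4l2 (adjusted p = 0.0949) in set 2 were lost without 2-g replicate 2, those of Ak4 (adjusted p = 0.0626) and Nat8f5 (adjusted p = 0.116) in set 2 without control replicate 3, and those of Pdk1 (adjusted p = 0.137) in set 2 without 2-g replicate 3.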

**Table 1:** Number of DEGs in MLO-Y4 cells exposed to LG-HMF.

**group**	**FC (2)**		**FC (1.5)**	
	**upregulated**	**downregulated**	**Upregulated**	**downregulated**
Set1(μ-g *v.s.* Control)	0	14	7	40
Set2(2-g *v.s.* Control)	13	5	69	40
Set3(1-g *v.s.* Control)	0	13	4	34
Set4(μ-g *v.s.* 2-g)	2	40	31	137

DEGs: differentially expressed genes. FC: Fold change. This table listed the number of genes up-expressed or down-expressed with cutoff limitations of 2-fold and 1.5-fold. Those genes were the DEGs obtained from the comparison groups between three experimental treatments (μ-g, 1-g and 2-g) and control, also with the group of μ-g *vs*. 2g (*P* <0.05).

The relationship of DEGs (FC > 2) among set1, set3 and set 4 was further analyzed (Fig. 2). 

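The 11 genes shared by μ-g and 1-g above 2-fold were all lower than in control. Of these genes of set 1 and set 3, 10 were also called in set 4 at FC > 2, namely Ndufa4l2, Bnip3, Ndrg2, Fam162a, Tmem45a, Pdk1, Ak4, Selenbp1, Car9 and Cox7a1. Higd1a, Mgarp and Crct1 passed in set 1 alone of these 2 sets, and Aldoc in set 3 alone. Higd1a, a mitochondrial protein induced at low oxygen, lies at the limit of 2-fold, with a log2 fold change of −1.01 (SE 0.15, adjusted p = 0.0178) in set 1 and −0.98 (SE 0.15, adjusted p = 0.0293) in set 3. Mgarp, a protein of mitochondrial transport, changed by −1.13 (SE 0.23, adjusted p = 0.0471) in set 1 and had a value of −0.97 (SE 0.23, adjusted p = 0.117 and 0.00550 with the block) in set 3. Crct1 changed by −1.09 (SE 0.19, adjusted p = 0.0321) and had a value of −0.97 (SE 0.19, adjusted p = 0.0714 and 0.00550 with the block). Crct1 and Car12 were called in set 1 and not in set 4, and Car12 in set 3 and not in set 4. In set 4 Mgarp fell (−1.45, adjusted p = 0.00629) and Higd1a fell (−1.75, adjusted p = 0.000107), while Crct1 did not pass (0.21, adjusted p = 0.652). Independent lists of these sizes would share 0.00843 genes. Unchanged groups simulated 100 times with a control group in common shared 0.02 on average and at most 1. The log2 fold changes of set 1 and set 3 had a covariance across genes of 0.0114, against 0.00365 in the simulation, and a correlation of 0.852 against 0.500. The 3 control arrays are too few to be split, so part of this excess may come from the shared controls. Genes are not independent replicates. For Car9 the control arrays ran from 7.15 to 9.01, against 6.14 to 6.48 in μ-g. The simulation may not carry such a wider spread of the controls, so it does not show how many shared calls these controls would give. With the adjusted p in place of P, 4 genes were shared. The calls of Higd1a (adjusted p = 0.0989) in set 1 were lost without μ-g replicate 3, those of Higd1a (adjusted p = 0.108) in set 3 without 1-g replicate 2, those of Mgarp (adjusted p = 0.196) in set 1 without μ-g replicate 1, and those of Crct1 (adjusted p = 0.104) in set 1 without control replicate 3.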

Most of DEGs in set 1 and set 3 are same except 3 genes (*CRCT1, ALDOC* and *Higd1a*). There were one gene (*CA12*) in set 3 and two genes (*MGARP* and *CRCT1*) in set 1 different from set 4.

**Figure 2:**
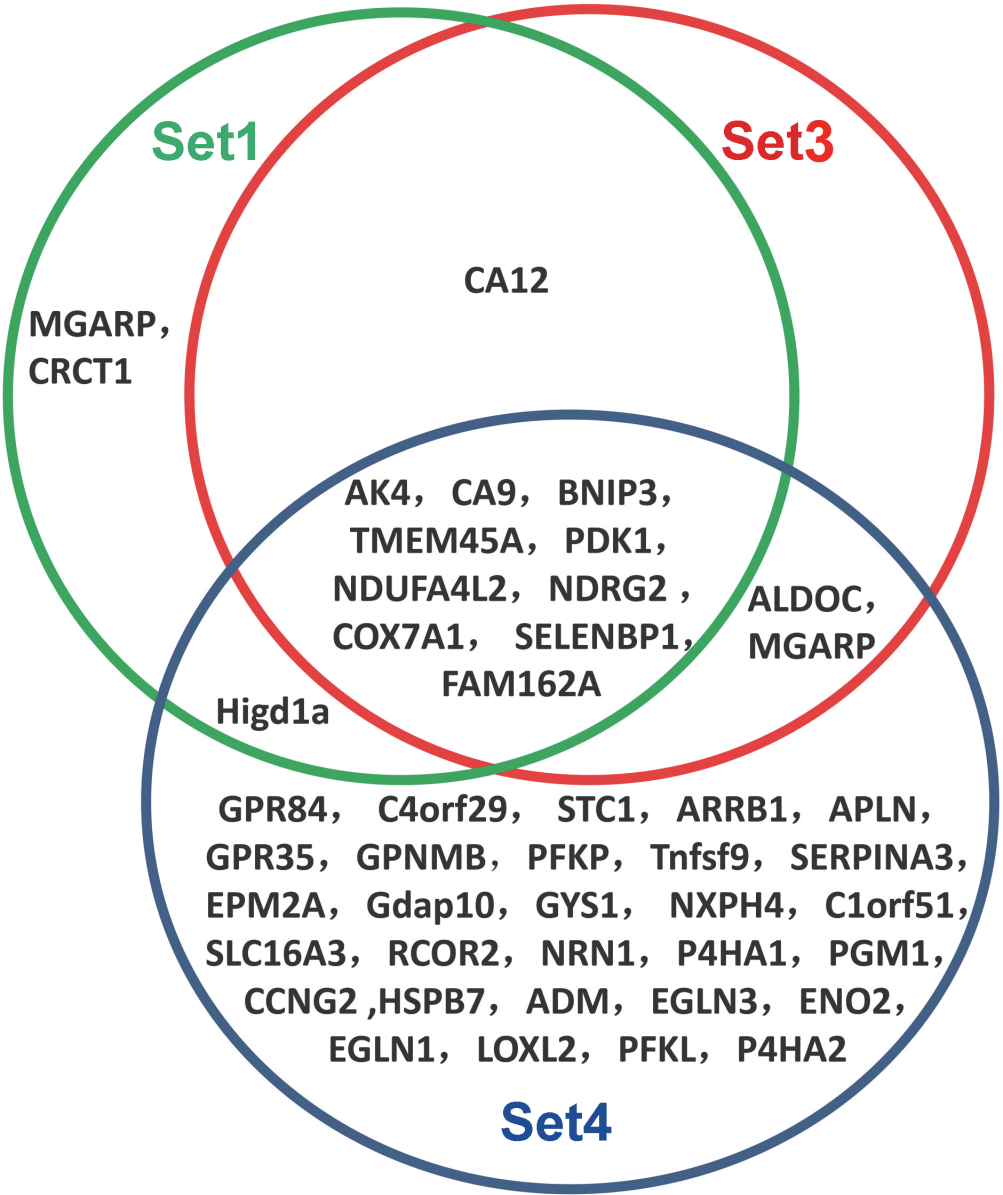
The relationship among differentially expressed genes (FC> 2) in four sets. The relationship of DEGs (FC > 2) among set 1, set 3 and set 4 was further analyzed. Most of DEGs in set 1 and set 3 are same except 3 genes (*CRCT1, ALDOC* and *Higd1 a*). There were one gene (*CA12*) in set 3 and two genes (*MGARP* and *CRCT1*) in set 1 different from set 4. Set 1: μ-g *v.s.* control; Set 3: 1-g *v.s.* control; Set 4: μ-g *v.s.* 2-g.

### Molecular function and cellular location of DEGs in different sets

In order to further identify interesting new target genes, we used iReport data analysis system to analyze the molecular function and cellular location of DEGs. Molecular function of DEGs (with a 1.5-fold change) in 4 sets was analyzed by iReport data analysis system. More than 20% DEGs in 4 sets belonged to enzyme (Table 2). In set 4, there were 9 and 11 DEGs pertained to transciption regulator and transporter, respectively. In the set 2, the molecular function of 6 DEGs was related to cytokines and transporter, respectively (Table 2). Moreover, several DEGs related to G-protein coupled receptor were presented in all the four sets.

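Cytokines and receptors of inflammation fell in 2-g. Of 31 measured genes of a list of inflammatory cytokines and chemokines, 9 of which the paper names, 1 rose, 9 fell and 21 did not pass in set 2 (2 rose and 12 fell when adjusted over the list alone, and 2 rose and 11 fell over all genes with the block). Their median log2 fold change was −0.16 (adjusted p = 6.58e-09 from camera and adjusted p = 0.0117 with an estimated correlation). The 9 were Clec4e, Ccl3, Csf3, Clec4d, Il1rn, Tnf, S100a8, Cxcl1 and Il6, and Nos2, the inducible nitric oxide synthase, rose. Ccl3, a chemokine that attracts monocytes, averaged 9.95 ± 0.32 (SD, n = 3) in 2-g and 11.29 ± 0.20 in control, a log2 fold change of −1.34 (SE 0.13, adjusted p = 0.00161). Clec4e, a receptor of innate immunity for damaged cells and fungi, had a log2 fold change of −1.50 (SE 0.22, adjusted p = 0.00617), and Clec4d, a receptor of the same family, of −0.74 (SE 0.13, adjusted p = 0.0120). Csf3, the growth factor of granulocytes, had a value of −0.91 (SE 0.22, adjusted p = 0.0466), which did not pass in a fit of only the 6 arrays of set 2. In set 4, Ccl3, Csf3, Cxcl9, Tnf and Il1rn rose and Il10 fell (11 rose and 2 fell when adjusted over the list alone, and 8 rose and 2 fell over all genes with the block). The list had adjusted p = 0.0111 from camera and adjusted p = 0.141 with an estimated correlation in that set. Ccl3 rose there by 0.97 (SE 0.13, adjusted p = 0.00272) and Cxcl9, a chemokine of T cells, by 0.75 (SE 0.17, adjusted p = 0.0340). In set 1 S100a8 alone fell, with a log2 fold change of −0.59 (SE 0.11, adjusted p = 0.0347). There 3 genes of the list fell when adjusted over the list alone, and the list had adjusted p = 5.18e-05 from camera and adjusted p = 0.0442 with an estimated correlation. In set 3 limma called 0 of the 31 genes, 1 was higher and 7 were lower at unadjusted P (2 fell when adjusted over the list alone, and 2 with the block). Its test gave adjusted p = 0.00252 from camera and adjusted p = 0.130 with an estimated correlation. The calls of Clec4d (adjusted p = 0.0586) and Csf3 (adjusted p = 0.171) in set 2 were lost without control replicate 3, those of Cxcl9 (adjusted p = 0.0998) and Csf3 (adjusted p = 0.136) in set 4 without 2-g replicate 2, those of Il10 (adjusted p = 0.0975) in set 4 without μ-g replicate 1, and those of S100a8 (adjusted p = 0.115) in set 1 without μ-g replicate 3.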

**Table 2:** Functional categories of DEGs in the four sets (FC>1.5).

**Molecular Function**	**Groups**			
	**μ-g *v.s.* control**	**2-g *v.s.* control**	**1-g *v.s.* control**	**μ-g *v.s.* 2g**
cytokine	0	6(*5.50%*)	0	5(*2.98%*)
G-protein coupled receptor	2(*4.26%*)	3(*2.75%*)	1(*2.63%*)	5(*2.98%*)
growth factor	0	1(*0.92%*)	0	2(*1.19%*)
Enzyme	12(*25.53%*)	23(*21.10%*)	8(*21.05%*)	42(*25%*)
Kinase	5(*10.64%*)	5(*4.59%*)	4(*10.53%*)	10(*5.95%*)
microRNA	0	1(*0.92%*)	2(*5.26%*)	4(*2.38%*)
other	23(*48.94%*)	53(*48.62%*)	20(*52.63%*)	70(*41.67%*)
Peptidase	1(*2.13%*)	5(*4.59%*)	0	3(*1.79%*)
phosphatase	1(*2.13%*)	1(*0.92%*)	1(*2.63%*)	4(*2.38%*)
Transcription regulator	1(*2.13%*)	4(*3.67%*)	0	9(*5.36%*)
translation regulator	1(*2.13%*)	0	1(*2.63%*)	0
transmembrane receptor	0	1(*0.92%*)	0	3(*1.79%*)
transporter	1(*2.13%*)	6(*5.50%*)	1(*2.63%*)	11(*6.55%*)

DEGs: differentially expressed genes. This table listed the number and the percentage of DEGs’ functional categories in μ-g *v.s.* control, 2-g *v.s.* control, 1-g *v.s.* control and μ-g *v.s.* 2-g (FC > 1.5).

The percentages of DEGs loacted in cytoplasm ranked the first in all the four sets, and these genes take up 48.9%, 31.2%, 55.3% and 36.3% in set 1, set 2, set 3 and set 4, respectively (Table 2). More than 10% DEGs distributed in plasma membrane in 4 sets. Genes located in extra cellular space in set 2 were more than those in any other three sets (Table 3).

**Table 3:** The percentage of cellular locations in the four sets (FC>1.5).

**Location**	**Groups**			
	**μ-g *v.s.* control**	**2-g *v.s.* control**	**1-g *v.s.* control**	**μ-g *v.s* 2-g**
Cytoplasm	23(*48.94%*)	34(*31.19%*)	21(*55.26%*)	61(*36.31%*)
Extracellular Space	4(*8.51%*)	23(*21.10%*)	2(*5.26%*)	24(*14.29%*)
Nucleus	4(*8.51%*)	13(*11.93%*)	3(*7.89%*)	22(*13.10%*)
Plasma Membrane	7(*14.89%*)	21(*19.27%*)	4(*10.53%*)	33(*19.64%*)
Unknown	9(*19.15%*)	18(*16.51%*)	8(*21.05%*)	28(*16.67%*)

This table listed the number and the percentage of DEGs’ cellular location in μ-g *v.s.* control, 2-g *v.s.* control, 1-g *v.s.* control and μ-g *v.s.* 2-g (FC>1.5).

### Functional annotation clustering of DEGs in different sets

To reduce the burden of associating similar redundant terms and make the biological interpretation more focused, we utilized DAVID funtional clustering to measure relationships among the annotation terms based on the degrees of their co-association genes. We selected the terms with the smallest *P* value and a enrichment score more than 2. Totally, 5 subsets of genes were culsterd based on GO in the three sets (Table 4). The subsets belonged to set 1 and set 4 presented an evident association with the glucose metabolic process (Table 4). These results were enhanced by the subsets in SP-PIR-Keywords and the two groups of genes enriched by KEGG-Pathways (Table 4). 

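Enzymes of glycolysis fell in μ-g, against control and against 2-g. Of 25 measured genes of glycolysis, 12 of which the paper names, 0 rose, 8 fell and 17 did not pass in set 1 (1 rose and 14 fell when adjusted over the list alone). The 8 were Pdk1, Pfkl, Eno2, Pgk1, Aldoa, Tpi1, Pgam1 and Pkm. The median log2 fold change of the list was −0.31 (adjusted p = 1.36e-13 from camera and adjusted p = 0.0442 with an estimated correlation). In set 4, 0 rose, 13 fell and 12 did not pass (1 rose and 15 fell when adjusted over the list alone, and the same numbers with the block). The median was −0.51 (adjusted p = 5.55e-21 from camera and adjusted p = 0.0105 with an estimated correlation). Pgk1, which makes ATP in glycolysis, averaged 12.54 ± 0.05 (SD, n = 3) in μ-g, 13.19 ± 0.20 in control and 13.46 ± 0.07 in 2-g. This gives log2 fold changes of −0.64 (SE 0.09, adjusted p = 0.0124) in set 1 and −0.92 (SE 0.09, adjusted p = 0.000177) in set 4. Eno2, an enolase, changed by −0.66 (SE 0.12, adjusted p = 0.0300) and −1.54 (SE 0.12, adjusted p = 7.04e-05), and Pdk1 by −1.47 (SE 0.25, adjusted p = 0.0273) and −2.51 (SE 0.25, adjusted p = 0.000207). Aldoa, an aldolase, changed by −0.42 (SE 0.06, adjusted p = 0.0151) in set 1. Of 21 genes of glycogen metabolism and gluconeogenesis, 0 rose, 4 fell (Pgm1, Pygl, Gys1 and Slc37a4) and 17 did not pass in set 1 (5 fell when adjusted over the list alone). In set 4, 0 rose, 7 fell and 14 did not pass (8 fell when adjusted over the list alone). The tests gave adjusted p = 0.000136 from camera and adjusted p = 0.0442 with an estimated correlation in set 1, and adjusted p = 6.68e-07 from camera and adjusted p = 0.0123 with an estimated correlation in set 4. Gys1, which builds glycogen in muscle and other tissues, changed by −0.49 (SE 0.07, adjusted p = 0.0196) and −1.12 (SE 0.07, adjusted p = 2.76e-05). Of the 8 measured genes that the paper groups under this process for set 1, 6 fell, 0 rose and 2 did not pass (7 fell when adjusted over the list alone). Of its 18 for set 4, 16 fell, 0 rose and 2 did not pass (16 when adjusted over the list alone). The study chose both groups on these samples, so these counts are not independent evidence. In set 2, 6 genes of glycolysis rose, 0 fell and 19 did not pass (12 rose and 1 fell when adjusted over the list alone, and 14 rose over all genes with the block). The list had adjusted p = 2.04e-07 from camera and adjusted p = 0.106 with an estimated correlation there. Of the glycogen list, Gys1, Pgm1 and Ppp1r3c rose in set 2. That list had 3 up, 0 down and 18 that did not pass (7 up when adjusted over the list alone, 5 up with the block). It had adjusted p = 0.00508 from camera and adjusted p = 0.106 with an estimated correlation. The calls of Pgm1 (adjusted p = 0.0684) and Ppp1r3c (adjusted p = 0.0930) in set 2 were lost without 2-g replicate 3. The calls of Pgk1 (adjusted p = 0.0887), Eno2 (adjusted p = 0.122) and Gys1 (adjusted p = 0.0989) in set 1 were lost without μ-g replicate 3, and those of Pdk1 (adjusted p = 0.118), Pgm1 (adjusted p = 0.145), Pygl (adjusted p = 0.118), Slc37a4 (adjusted p = 0.120) and Pfkl (adjusted p = 0.196) in set 1 without μ-g replicate 1.

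**Figure D1:**
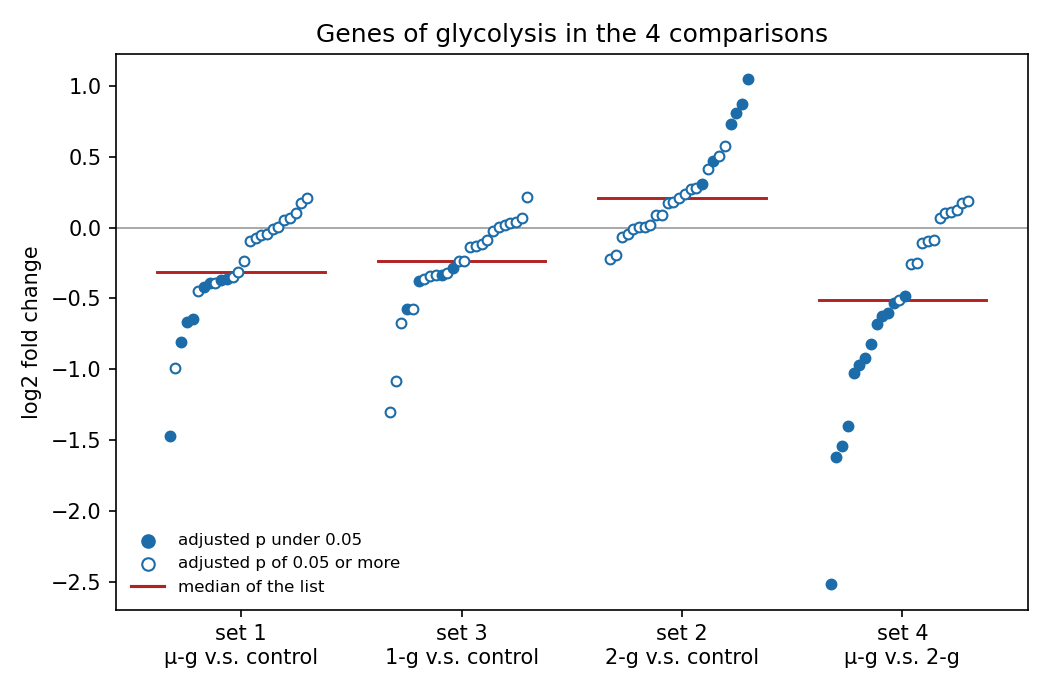
Log2 fold changes (vertical axis) of the 25 measured genes of glycolysis in set 1, set 3, set 2 and set 4, each point being a gene, filled where its adjusted p is under 0.05, with the median of the list as a red line. The medians lie at −0.31, −0.24, 0.21 and −0.51.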

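Hydroxylases of collagen and of HIF proteins rose in 2-g, together with several genes of the extracellular matrix. Of 32 measured 2-oxoglutarate dioxygenases, enzymes that need oxygen and iron and of which the paper names 12, 17 rose, 0 fell and 15 did not pass in set 2 (20 rose when adjusted over the list alone). The median log2 fold change was 0.28 (adjusted p = 5.30e-19 from camera and adjusted p = 0.0117 with an estimated correlation). P4ha2, a subunit of the enzyme that hydroxylates proline in collagen, averaged 10.02 ± 0.04 (SD, n = 3) in 2-g and 9.08 ± 0.23 in control, a log2 fold change of 0.95 (SE 0.09, adjusted p = 0.00161). Plod2, which hydroxylates lysine in collagen, rose by 0.67 (SE 0.09, adjusted p = 0.00316). Egln3, an oxygen sensor, rose by 0.92 (SE 0.15, adjusted p = 0.00829), and Egln1 by 0.76 (SE 0.15, adjusted p = 0.0180). The last 2 did not pass in a fit of only the 6 arrays of set 2. In set 4, 0 of the 32 rose, 14 fell and 18 did not pass (15 fell when adjusted over the list alone, and 1 rose and 17 fell with the block). The median of set 4 was −0.28 (adjusted p = 1.17e-17 from camera and adjusted p = 0.00899 with an estimated correlation). Egln1 alone fell in set 1, with a log2 fold change of −0.84 (SE 0.15, adjusted p = 0.0300), and in set 3, with −0.84 (SE 0.15, adjusted p = 0.0396). When adjusted over the list alone 3 genes fell in each, and with the block 1 rose and 2 fell in set 3. Camera gave adjusted p = 0.483 and 0.311 for set 1 and set 3, with a direction of down against medians of 0.05 and 0.04. All 9 measured genes that the paper groups under oxidoreductase activity for set 2 rose, and all 11 of its set 4 group fell (9 and 11 when adjusted over the list alone). Of 40 measured genes of the extracellular matrix, 7 of which the paper names, 6 rose, 0 fell and 34 did not pass in set 2 (15 rose and 1 fell when adjusted over the list alone, and 17 rose and 1 fell over all genes with the block). Their median was 0.18 (adjusted p = 4.21e-09 from camera and adjusted p = 0.1005 with an estimated correlation). Col6a1, a chain of collagen VI, rose by 0.55 (SE 0.10, adjusted p = 0.0143), and Adamts5, a protease of cartilage proteoglycan, by 0.66 (SE 0.12, adjusted p = 0.0139). In set 4, Mmp9 and Mmp2 rose and Col3a1, Timp3, Adamts5 and Lox fell, and 34 did not pass (2 rose and 14 fell when adjusted over the list alone, 3 rose and 19 fell with the block). The list had adjusted p = 9.05e-09 from camera and adjusted p = 0.0733 with an estimated correlation in set 4. In set 1 and set 3 limma called 0 of the 40 genes, with 5 and 2 at unadjusted P (1 fell in set 3 with the block). Of the 20 measured genes that the paper places in the extracellular region, 7 rose (Stc1, Adm, Htra4, Col3a1, Adamts5, Igsf10 and Col6a3), 5 fell (Csf3, Mcpt8, Il1rn, Tnf and S100b) and 8 did not pass (13 rose and 7 fell when adjusted over the list alone, and the same numbers with the block). The study chose these groups on these samples, so their counts are not independent evidence. Col6a1, Adamts5, Col3a1 and Col6a3 did not pass in the fit of the 6 arrays of set 2 either, and the calls of Egln1 (adjusted p = 0.0640), Col6a1 (adjusted p = 0.0640), Adamts5 (adjusted p = 0.0684), Col3a1 (adjusted p = 0.168) and Mcpt8 (adjusted p = 0.104) in set 2 were lost without 2-g replicate 3, those of Egln1 (adjusted p = 0.129) in set 1 without μ-g replicate 1, those of Egln1 (adjusted p = 0.150) in set 3 without 1-g replicate 3, those of Col6a3 (adjusted p = 0.0784), Csf3 (adjusted p = 0.171) and Adm (adjusted p = 0.0602) in set 2 without control replicate 3, those of Col3a1 (adjusted p = 0.186) and Adamts5 (adjusted p = 0.151) in set 4 without μ-g replicate 1, those of Timp3 (adjusted p = 0.117) in set 4 without 2-g replicate 3, and those of Mmp9 (adjusted p = 0.139) in set 4 without 2-g replicate 2.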

Genes of set 2 were clustered into two GO categories, one subset was marked by oxidoreductase activity, and another showed notable location in extracellular region (Table 4). 

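Several enzymes of glycolysis and a few genes of glycogen handling fell in 1-g against control. Of the 25 genes of glycolysis, 0 rose, 4 fell (Pgk1, Tpi1, Aldoa and Pkm) and 21 did not pass in set 3 (1 rose and 13 fell when adjusted over the list alone, and 12 fell over all genes with the block). The list had adjusted p = 1.62e-15 from camera and adjusted p = 0.0397 with an estimated correlation. Pgk1 had a log2 fold change of −0.57 (SE 0.09, adjusted p = 0.0293), Tpi1, an isomerase of glycolysis, of −0.37 (SE 0.07, adjusted p = 0.0416) and Pkm, a pyruvate kinase, of −0.29 (SE 0.05, adjusted p = 0.0396). Of the 21 genes of glycogen metabolism and gluconeogenesis, 0 rose, 3 fell (Gys1, Pygl and Slc37a4) and 18 did not pass (5 fell when adjusted over the list alone, and 5 over all genes with the block). That list had adjusted p = 0.000471 from camera and adjusted p = 0.0793 with an estimated correlation. Gys1 changed by −0.44 (SE 0.07, adjusted p = 0.0396) and Pygl, which breaks glycogen down, by −0.50 (SE 0.09, adjusted p = 0.0396). Among 25 fixed lists, camera called 10 in set 3, 8 in set 1, 11 in set 2 and 12 in set 4, of which 2, 4, 3 and 5 held with an estimated correlation. The 2 of set 3 are the hypoxia response and glycolysis. Fisher's exact test of the genes above 1.5-fold called 3 lists in set 3, 4 in set 1, 7 in set 2 and 7 in set 4. The calls of Pgk1 (adjusted p = 0.133), Tpi1 (adjusted p = 0.174), Aldoa (adjusted p = 0.178), Gys1 (adjusted p = 0.145), Pygl (adjusted p = 0.145) and Slc37a4 (adjusted p = 0.133) in set 3 were lost without 1-g replicate 3. That of Pkm (adjusted p = 0.147) in set 3 was lost without control replicate 2. Other arrays ended these calls too. Of the 12 arrays left out singly, 11 ended the calls of Pkm and Tpi1. For Aldoa, Gys1 and Pygl 10 did so, and for Pgk1 and Slc37a4 7.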

In set 3, the clear clustering genes were not found.

**Table 4:** Functional annotation cluster of DEGs in four sets (FC>1.5).

**Groups**	***P* value**	**Gene symbol**	**Gene group**
GOTERM_BP_FAT			
			
glucose metabolic process	1.03E-07	PDK1, ALDOART1, PFKL, ALDOC, PGM1, ENO2, PGK1	Set 1
glucose metabolic process	7.51E-15	PDK1, ALDOART1, ALDOA, LDHA, PFKL, ALDOC, SLC37A4, EPM2A, PGAM1, PFKP, HK1, PPP1R3C, PYGL, PGM1, ENO2, GYS1, PGK1	Set 4
GOTERM_MF_FAT			
			
oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen	1.75E-10	P4HA2, PLOD1, P4HA1, JMJD6, PLOD2, EGLN3, KDM4B, KDM3A, EGLN1, TET2, KDM5B	Set 4
oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen	1.53E-09	P4HA2, P4HA1, PLOD2, P4HA3, EGLN3, KDM4B, EGLN1, TET2, KDM5B	Set 2
GOTERM_CC_FAT			
			
extracellular region	8.17E-06	CSF3, BGLAP, TNF, ENPP1, OLR1, MUP1, IL1RN, COL3A1, CCDC80, MCPT8, MMP13, IL10, IGSF10, OLFML3, S100B, ADM, SULF2, AGT, COL6A3, HTRA4, STC1, LOXL2, CSN3, ADAMTS5	Set 2
KEGG_PATHWAY			
			
Glycolysis / Gluconeogenesis	1.94E-05	PFKL, ALDOC, PGM1, ENO2, PGK1	Set 1
Glycolysis / Gluconeogenesis	8.03E-09	ALDOA, LDHA, PFKL, ALDOC, PGM1, PGAM1, ENO2, PFKP, HK1, PGK1	Set 4
SP_PIR_KEYWORDS			
glycolysis	1.10E-06	ALDOART1, PFKL, ALDOC, ENO2, PGK1	Set 1
glycoprotein	7.18E-07	CSF3, SLC5A3, GPR84, CPM, TNF, ENPP1, CD248, PRND, COL3A1, CD53, NRN1, IL10, IGSF10, S1PR3, OLFML3, P4HA2, CLEC4E, P4HA1, PLOD2, ELOVL3, AGT, P4HA3, COL6A3, CLEC4D, LOXL2, GPNMB, OLR1, IL1RN, CCDC80, MCPT8, MMP13, GZMF, GPR35, SNED1, SULF2, STC1, CLEC14A, ADAMTS5	Set 2
signal	5.77E-06	CSF3, CPM, CD248, PRND, COL3A1, NRN1, IL10, IGSF10, OLFML3, P4HA2, P4HA1, PLOD2, AGT, COL6A3, P4HA3, LOXL2, GPNMB, APLN, BGLAP, MUP1, IL1RN, CCDC80, MCPT8, MMP13, GZMF, ADM, SNED1, SULF2, STC1, CSN3, ADAMTS5, CLEC14A	Set 2
dioxygenase	1.62E-09	P4HA2, P4HA1, PLOD2, P4HA3, EGLN3, KDM4B, EGLN1, TET2, KDM5B	Set 2
glycolysis	1.95E-11	ALDOA, ALDOART1, LDHA, PFKL, ALDOC, PGAM1, ENO2, PFKP, HK1, PGK1	Set 4
dioxygenase	1.18E-10	P4HA2, PLOD1, P4HA1, JMJD6, PLOD2, EGLN3, KDM4B, KDM3A, EGLN1, TET2, KDM5B	Set 4

Gene fuctions were annotated based on terms of Gene Ontology, SP_PIR_KEYWARDS and KEGG_PATHWAY. Genes were clustered according to the annotation terms by using DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/). The most significantly related terms were selected based on *P* value (Enrichment sore > 2, FDR < 0.05). Set 1: μ-g v.s. control; Set 3: 1-g v.s. control; Set 4: μ-g v.s. 2-g.

Ingenuity iReport can be used to filter, group, and visualize genes by function, biological process, role in pathway or disease. In order to further analyze DEGs associated to biological process, we chose Ingenuity iReport to filter genes statistically significant associated to biological processes. 20 biological processes with the minimum *P* value and with the most number of DEGs were showed in Fig. 3 Glycolysis of cells ranked first in set1 and set 4 because of the minimum *P* value (Fig 3A). 

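Bnip3 was the 1 gene of the core machinery of apoptosis that fell in μ-g against control, and Bnip3, Casp6 and Bnip3l fell against 2-g. Of 40 measured genes of this list, 1 of which the paper names, 0 rose, 1 fell and 39 did not pass in set 1 (1 rose and 3 fell when adjusted over the list alone). In set 4, 0 rose, 3 fell and 37 did not pass (2 rose and 4 fell when adjusted over the list alone, and 3 rose and 4 fell over all genes with the block). The median log2 fold change of the list was 0.03 in set 1 and 0.00 in set 4, and camera, whose direction was down in both, gave adjusted p = 0.429 and 0.118. Casp6, an executioner caspase, averaged 10.80 ± 0.13 (SD, n = 3) in μ-g and 11.34 ± 0.09 in 2-g, a log2 fold change of −0.53 (SE 0.11, adjusted p = 0.0224). Bnip3l, which acts in mitophagy like Bnip3, changed by −0.23 (SE 0.06, adjusted p = 0.0472) and did not pass in a fit of only the 6 arrays of set 4. In set 2, Bnip3 and Casp6 (0.46, adjusted p = 0.0422) rose, and Bid (−0.29, adjusted p = 0.0450) and Bak1 (−0.27, adjusted p = 0.0315), which open the outer mitochondrial membrane, fell. When adjusted over the list alone these were 2 and 2, and with the block 4 and 2 (adjusted p = 0.393 from camera). None of the 4 passed in a fit of only the 6 arrays of set 2. In set 3 Bnip3 alone fell (1 when adjusted over the list alone, adjusted p = 0.552 from camera). The calls of Bnip3 (adjusted p = 0.0774) in set 1 were lost without μ-g replicate 3, those of Bnip3 (adjusted p = 0.133) in set 3 without 1-g replicate 3, those of Casp6 (adjusted p = 0.106) and Bnip3l (adjusted p = 0.187) in set 4 without μ-g replicate 1, those of Bnip3 (adjusted p = 0.106) and Bid (adjusted p = 0.188) in set 2 without 2-g replicate 3, and those of Casp6 (adjusted p = 0.159) and Bak1 (adjusted p = 0.128) in set 2 without control replicate 3. Bax and Trp53 are not analysed here.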

The apoptosis process was markedly involved in set1 and set 4 (Fig. 3B). In set 2, multiple biological processes, such as cell viability, cell movement were clustered (Fig. 3A and B). 

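Of the genes of cell shape and movement, Itgb5 rose in 2-g. Itgb5, an integrin subunit that binds vitronectin, averaged 12.91 ± 0.04 (SD, n = 3) in 2-g and 12.61 ± 0.12 in control, a log2 fold change of 0.30 (SE 0.06, adjusted p = 0.0285). It did not pass in a fit of only the 6 arrays of set 2. Of 39 measured genes of the actin cytoskeleton and focal adhesion, 1 rose, 0 fell and 38 did not pass in set 2 (2 rose when adjusted over the list alone, and 2 over all genes with the block, adjusted p = 0.158 from camera). Tpm2, a tropomyosin that stabilises actin filaments, fell in set 1 (−0.38, adjusted p = 0.0412) and in set 4 (−0.48, adjusted p = 0.00517), as the 1 gene of the list in each (1 and 1 when adjusted over the list alone). With the block 1 rose and 7 fell in set 4. In set 4 the list had adjusted p = 0.0177 from camera and adjusted p = 0.223 with an estimated correlation. In set 3 limma called 0 of the 39 genes, with 3 higher and 2 lower at unadjusted P, and Tpm2 had a value of −0.36 (SE 0.07, adjusted p = 0.0757 and 0.0117 with the block), as the 1 gene of the list that passed with it. The calls of Itgb5 (adjusted p = 0.118) in set 2 were lost without 2-g replicate 3, and those of Tpm2 (adjusted p = 0.182) in set 1 without μ-g replicate 1.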

In set 3, the clustering genes are mainly related to disease.

**Figure 3:**
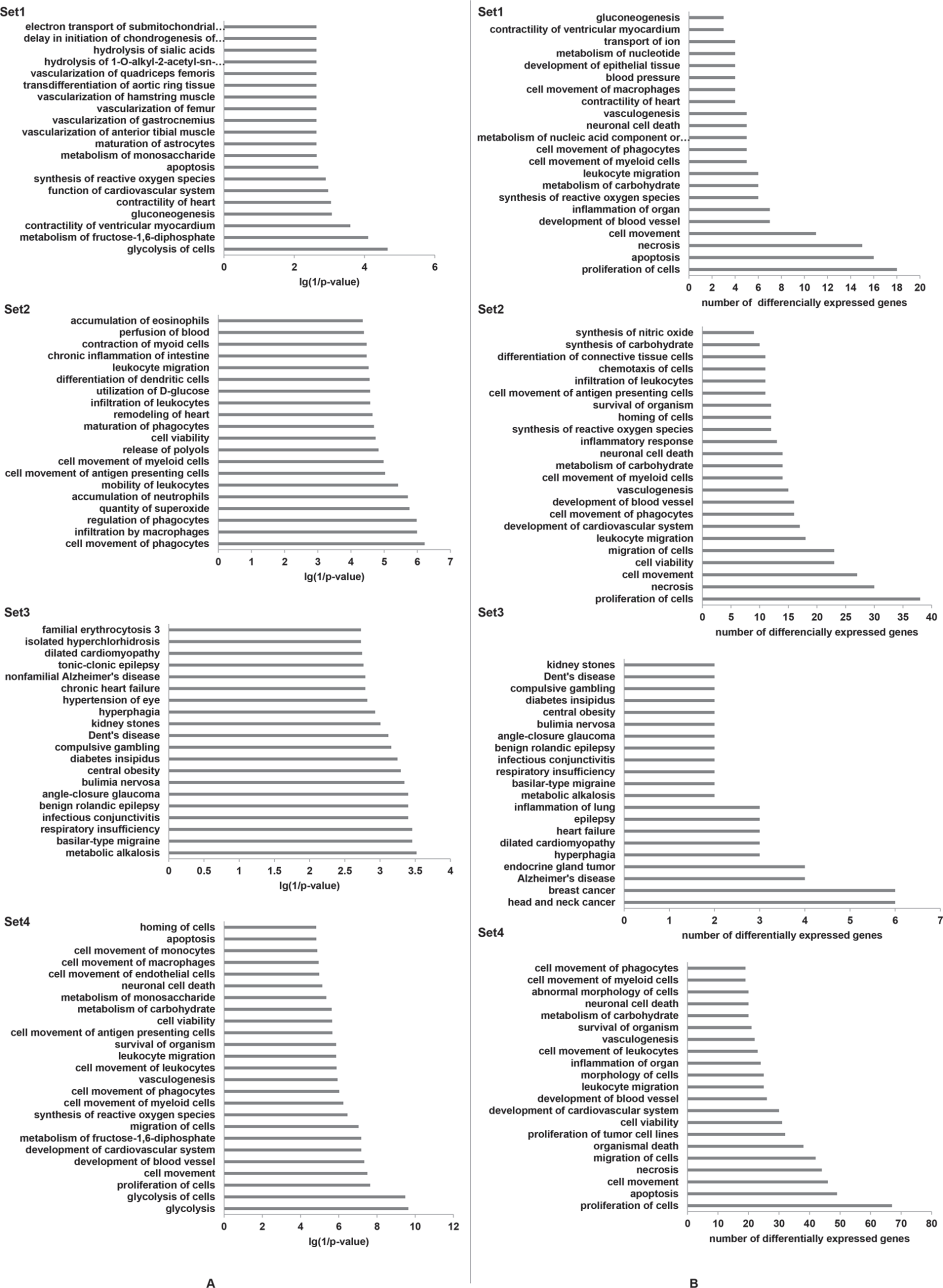
Biological processes associated to differentially expressed genes in four sets. Biological processes were mapped by Ingenuity knowledgebase. Line A shows the the most statistically significant biological processes of set 1, set 2 set 3 and set 4. line B shows the biological processes (*P* < 0.05) involving most differentially expressed genes. Fisher’s exact test was used to calculate the *P* value. Set 1: μ-g *v.s.* control; Set 2: 2-g *v.s.* control, Set 3: 1-g *v.s.* control; Set 4: μ-g *v.s.* 2-g.

### Verification of DEGs sensetive to distinct apparent gravity levels by qPCR

In order to verify the corrections of microarray data, we selected 12 DEGs from microarray data and real-time PCR was used to verify the effects of LG-HMF on these gene expression at mRNA levels. The selected DEGs could be classified into 4 subgroups according to functional clustering: enzyme related genes *(CA9, CA12* and *P4H A1*), G-protein coupled receptors (*GPR35* and *GPR84*), peptide hormone (*STC1, ADM and APLN*) and genes related to energy metabolism (*PFKL, AK4, ALDOC* and *COX7a1*). After being normalized by internal control genes, the relative gene expression levels in experimental groups were obtained comparing with those of control groups. And then, the differences in gene expression between μ-g *v.s.* control, 1-g *v.s.* control, and μ-g *v.s.* 2-g were analyzed (Table 5 and Fig. 4). Fold changes of 12 selected genes in μ-g v.s. control, μ-g v.s. 2-g, and 1-g v.s. control by qPCR and microarray analysis were showed in Table 5. The tendency of microarray analysis and PCR results were similar. 

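Across 12 genes and set 1, set 4 and set 3, the array values moved in the direction of the RT-PCR values of Table 5 in 33 of 36 cases. The 3 others are P4ha1 in set 1 and set 3 and Apln in set 1, where the array means were lower than in control. The direction was shared by 10 of 12 genes in set 1, 12 of 12 in set 4 and 11 of 12 in set 3. In 35 of the 36 cases the array mean was lower in the first group of the set, and Gpr84 in set 4 is the exception. At an adjusted p under 0.05 of the arrays, 17 of the 36 cases passed: 5 in set 1 (Ak4, Cox7a1, Car12, Gpr35 and Pfkl), 11 in set 4 (all but Car12) and 1 in set 3 (Cox7a1). In set 3, 10 passed with the block. In set 1 all 12 did so, although the replicate numbers do not pair the samples there. The study chose these 12 genes on these samples, so the counts are not independent evidence. When adjusted over the list alone 12, 12 and 11 passed. P4ha1, a subunit of the collagen prolyl hydroxylase, had log2 fold changes of −0.32 (SE 0.11, adjusted p = 0.224) in set 1, −0.19 (SE 0.11, adjusted p = 0.608) in set 3 and −1.27 (SE 0.11, adjusted p = 0.000145) in set 4.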

Except for *GPR84, PH4HA1* and *APLN*, the other 9 genes (*GPR35, PDK1, AK4, ADM, COX7, STC1, ALDOC, CA9* and *CA12*) expression significantly decreased in μ-g *v.s.* control, 1-g *v.s.* control and μ-g *v.s.* 2-g (Fig. 4). 

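Enzymes of energy supply and a receptor of tryptophan metabolites were lower on the arrays of μ-g and of 1-g than on those of control, and the differences to 2-g were larger. Ak4 averaged 7.96 ± 0.42 (SD, n = 3) in μ-g, 8.42 ± 0.35 in 1-g, 9.78 ± 0.61 in control and 11.36 ± 0.09 in 2-g. Its log2 fold change was −1.82 (SE 0.28, adjusted p = 0.0196) in set 1, −1.36 (SE 0.28, adjusted p = 0.0715 and 0.00615 with the block) in set 3 and −3.39 (SE 0.28, adjusted p = 8.40e-05) in set 4. Cox7a1, a subunit of cytochrome c oxidase of heart and muscle, changed by −1.40 (SE 0.17, adjusted p = 0.0124) in set 1, −1.24 (SE 0.17, adjusted p = 0.0272) in set 3 and −1.88 (SE 0.17, adjusted p = 0.000159) in set 4. Gpr35, a receptor for kynurenic acid, changed by −0.92 (SE 0.16, adjusted p = 0.0300) in set 1 and −2.09 (SE 0.16, adjusted p = 7.04e-05) in set 4. In set 3 it had a value of −0.75 (SE 0.16, adjusted p = 0.0830 and 0.0103 with the block). Pfkl, the liver type of phosphofructokinase, changed by −0.81 (SE 0.16, adjusted p = 0.0414) in set 1 and −1.61 (SE 0.16, adjusted p = 0.000207) in set 4. The value of set 3 was −0.68 (SE 0.16, adjusted p = 0.112 and 0.0107 with the block). Stc1 and Aldoc, an aldolase of brain, passed in set 4, with −2.30 (SE 0.15, adjusted p = 2.76e-05) and −1.40 (SE 0.24, adjusted p = 0.00995). Against control, Stc1 had values of −0.70 (SE 0.15, adjusted p = 0.0626) in set 1 and −0.76 (SE 0.15, adjusted p = 0.0714 and 0.0118 with the block) in set 3. Those of Aldoc were −0.99 (SE 0.24, adjusted p = 0.0861) and −1.08 (SE 0.24, adjusted p = 0.0989 and 0.00399 with the block). Pdk1 had a value of −1.30 (SE 0.25, adjusted p = 0.0587 and 0.0106 with the block) in set 3. In set 2, 7 of the 12 genes rose, 1 fell (Gpr84) and 4 did not pass (9 and 1 when adjusted over the list alone). With the block 10 rose and 1 fell, as Car9, Aldoc (adjusted p = 0.0435) and Cox7a1 (adjusted p = 0.0293) passed too. The calls of Ak4 (adjusted p = 0.0989) and Gpr35 (adjusted p = 0.122) in set 1 were lost without μ-g replicate 3, those of Cox7a1 (adjusted p = 0.0648) and Pfkl (adjusted p = 0.196) in set 1 without μ-g replicate 1, those of Cox7a1 (adjusted p = 0.0990) in set 3 without 1-g replicate 3, and those of Aldoc (adjusted p = 0.0523) in set 4 without μ-g replicate 1.

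**Figure D2:**
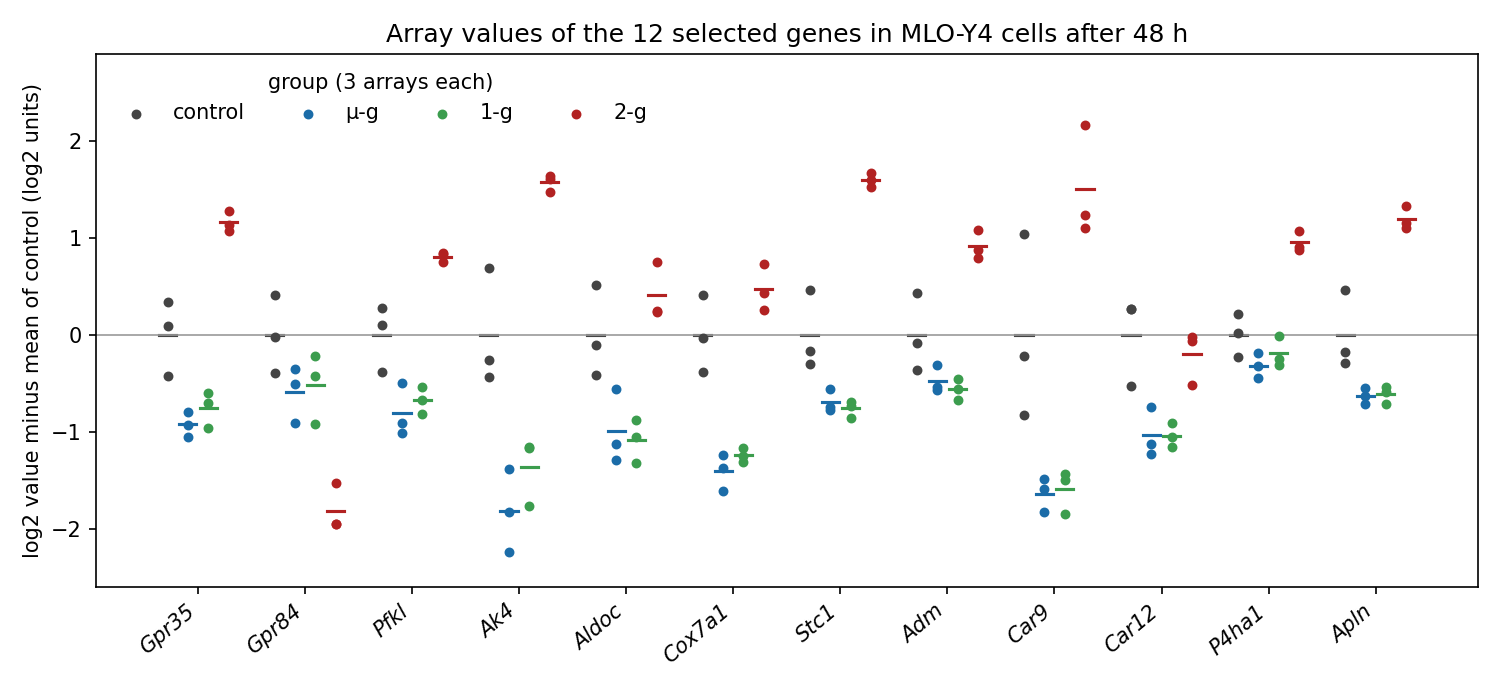
Log2 array value minus the mean of the control arrays (vertical axis) for the 12 genes of Table 5 in control, μ-g, 1-g and 2-g, each point being an array and each bar the mean of 3 arrays. For Ak4 the bar of 2-g lies at 1.58 and that of μ-g at −1.82, and for Cox7a1 they lie at 0.47 and −1.40.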

The expressions of *GPR 84* obviously decreased in μ-g *v.s.* control and 1-g *v.s.* control but increased in μ-g *v.s.* 2-g. 

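Gpr84, a receptor for medium-chain fatty acids on cells of innate immunity, was the 1 gene of the 12 with its lowest array values in 2-g. It averaged 8.33 ± 0.29 (SD, n = 3) in μ-g, 8.41 ± 0.36 in 1-g, 8.93 ± 0.40 in control and 7.11 ± 0.24 in 2-g. Its log2 fold change was 1.22 (SE 0.22, adjusted p = 0.0136) in set 4 and −1.81 (SE 0.22, adjusted p = 0.00305) in set 2. In set 1 (−0.59, SE 0.22, adjusted p = 0.249) and in set 3 (−0.52, SE 0.22, adjusted p = 0.432) it did not pass. The call of set 4 was lost without 2-g replicate 2, without 2-g replicate 3 and, with the highest value, without μ-g replicate 1 (adjusted p = 0.0744).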

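Apln, which encodes the peptide hormone apelin, averaged 9.07 ± 0.09 (SD, n = 3) in μ-g, 9.09 ± 0.09 in 1-g, 9.70 ± 0.41 in control and 10.90 ± 0.12 in 2-g. It fell in set 4, with a log2 fold change of −1.82 (SE 0.15, adjusted p = 9.00e-05), and rose in set 2, with 1.20 (SE 0.15, adjusted p = 0.00316). In set 1 its array value was lower and did not pass, at −0.63 (SE 0.15, adjusted p = 0.0839). In set 3 it was −0.61 (SE 0.15, adjusted p = 0.134 and 0.0259 with the block).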

*APLN* expression decreased in μ-g *v.s.* 2-g and 1-g *v.s.* control but slightly increased in μ-g *v.s.* control (Table 5 and Fig. 4).

**Table 5:** Fold change of DEGs tested by qPCR & microarray in μ-g vs. control, μ-g vs. 2- g, and 1- g vs. control by qPCR and microarray assays.

**Gene name**	**μ-g *v.s.* control**		**μ-g *v.s.* 2g**		**1-g *v.s.* control**	
	**PCR**	**Microarray**	**PCR**	**Microarray**	**PCR**	**Microarray**
*GPR35*	0.31	0.52	0.13	0.22	0.37	0.57
*GPR84*	0.51	0.67	2.63	2.38	0.58	0.68
*PFKL*	0.23	0.57	0.12	0.31	0.48	0.62
*AK4*	0.49	0.26	0.13	0.089	0.3	0.37
*ALDOC*	0.32	0.5	0.31	0.37	0.31	0.47
*COX7A1*	0.35	0.36	0.17	0.26	0.41	0.41
*STC1*	0.24	0.6	0.53	0.19	0.2	0.55
*ADM*	0.55	0.66	0.29	0.38	0.64	0.74
*CA9*	0.006	0.28	0.002	0.09	0.007	0.29
*CA12*	0.21	0.45	0.13	0.56	0.22	0.48
*P4HA1*	1.46	—	0.77	0.42	1.11	—
*APLN*	1.16	0.62	0.24	0.28	0.62	0.63

RNA from cells sampled at 48h in LG-HMF and ground controls was evaluated by DNA microarray and by RT-PCR as described in materials and methods. Fold changes of 12 differentially expressed genes in μ-g v.s. control, μ-g v.s. 2-g, and 1-g v.s. control by QPCR and microarray analysis were listed. The fold change between μ-g and 2-g conditions was calculated based on 2^−ΔΔCT^ (Livak) method. 18S or GAPDH was chosen as reference genes. All the changes showed significant differences (*t*-test, n = 3).

**Figure 4:**
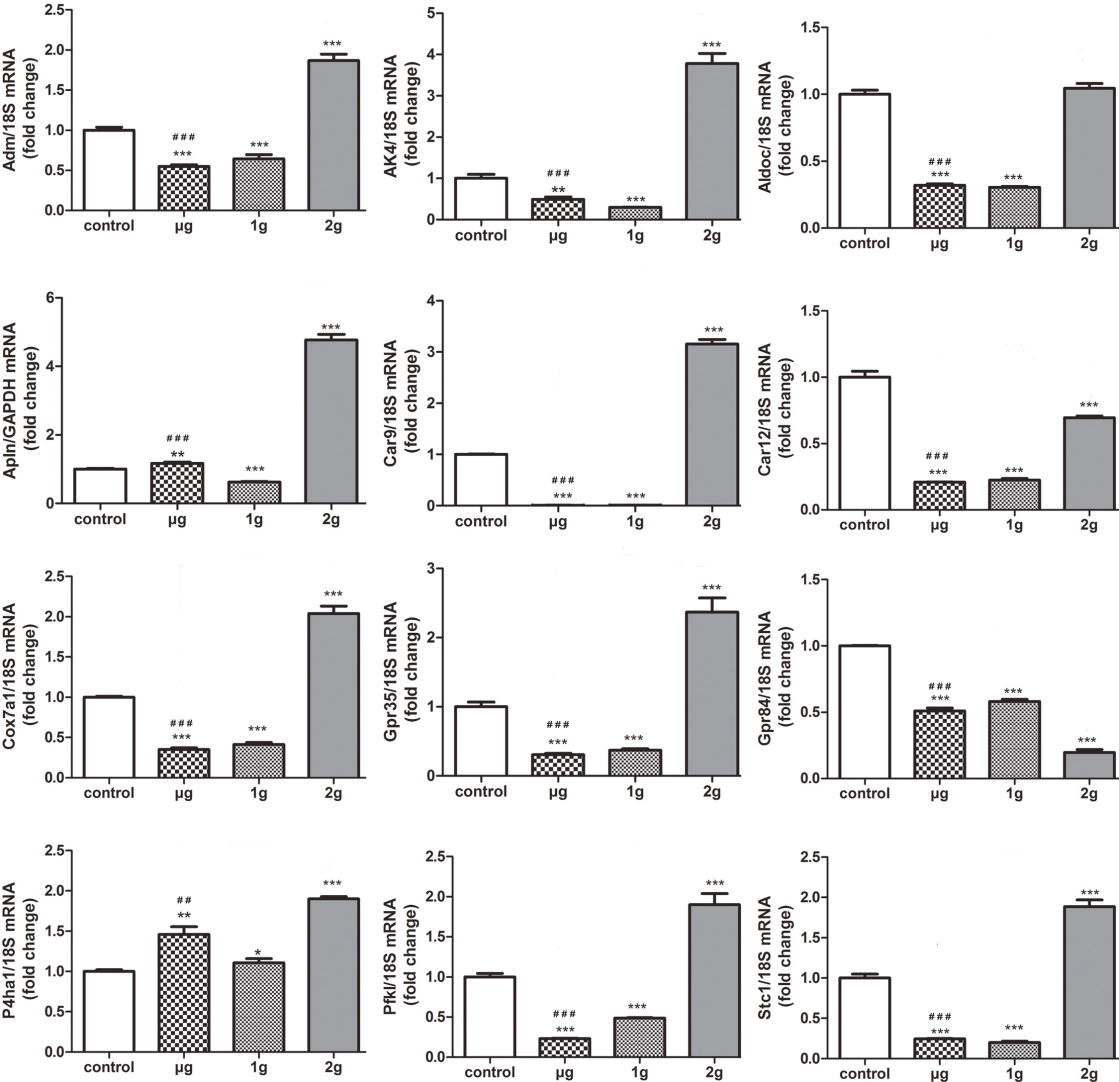
Microarray results were verified using real-time PCR for genes in response to LG-HMF. Total RNA was extracted and qPCR assay was used to further identify for 12 selected genes. The method of relative quantification was used to estimate the relative expression changes of selected gene expression in MLO-Y4 cells exposed to LG-HMF. The changes in selected gene expression, normalized to 18S under LG-HMF were calculated. The difference between μ-g *v.s.* control, μ-g *v.s.* 2- g, and 1- g *v.s.* control was statistically analyzed by one-way ANOVA. μ - g, 1-g, 2 - g *v.s* control group: ***P< 0.001; **P< 0.01; *P< 0.05. μ - g *v.s* 2 - g group: ^###^ *P* < 0.001; ^##^ *P* < 0.01.

### Bio-data mining of the verified genes

Bio-data mining was performed on the basis of Ingenuity Knowledge Base. Interactions between DEGs were analyzed. We focused on the 12 verified genes and mapped them by the interaction network (Fig. 5). Notably, genes presented much more complex interactive relation in set 2 and set 4 than those in set 1 (Fig. 5A, 5B). However, in set 3 clear interactive relations among 12 verified genes were not found. Interestingly, in view of μ-g *v.s.* 2-g (Fig. 5C), we got several hub genes linking the genes of interest (the red fond genes in Fig. 5). *EPAS1, ADM* and *AGT* (Fig. 5), as well as the *TNF* (Fig. 5B) played as joints between genes. Moreover, according to literature mining of Ingenuity, we mined those genes biological information deeply. 

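Epas1, which encodes the oxygen-regulated transcription factor HIF-2α, rose in μ-g and in 1-g. It averaged 8.70 ± 0.04 (SD, n = 3) in μ-g, 8.55 ± 0.03 in 1-g, 8.06 ± 0.10 in control and 7.97 ± 0.06 in 2-g. Its log2 fold change was 0.64 (SE 0.06, adjusted p = 0.00132) in set 1, 0.49 (SE 0.06, adjusted p = 0.0105) in set 3 and 0.73 (SE 0.06, adjusted p = 7.04e-05) in set 4. In set 2 it was −0.09 (SE 0.06, adjusted p = 0.478). Adm, which encodes the vasodilator adrenomedullin, rose in set 2 (0.92, SE 0.16, adjusted p = 0.0129) and fell in set 4 (−1.39, SE 0.16, adjusted p = 0.000676). Its rise did not pass in a fit of only the 6 arrays of set 2. Against control it had values of −0.47 (SE 0.16, adjusted p = 0.199) in set 1 and −0.56 (SE 0.16, adjusted p = 0.198 and 0.0228 with the block) in set 3. Tnf, a cytokine of inflammation, fell in set 2 (−0.66, SE 0.08, adjusted p = 0.00247) and rose in set 4 (0.53, SE 0.08, adjusted p = 0.00341). Set 1 (−0.13, adjusted p = 0.522) and set 3 (−0.11, adjusted p = 0.686) did not pass. Agt, the precursor of angiotensin, passed in no set. Its largest values were 0.70 (SE 0.19, adjusted p = 0.0684 and 0.00315 with the block) in set 2 and −0.69 (SE 0.19, adjusted p = 0.0746 and 0.00263 with the block) in set 4. In set 1 and set 3 Agt stood at 0.01 (adjusted p = 0.993) and 0.09 (adjusted p = 0.930). The calls of Epas1 (adjusted p = 0.0851) in set 3 were lost without 1-g replicate 2, and those of Adm (adjusted p = 0.0602) in set 2 without control replicate 3.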

The disease processes and pathways associated with DEGs were filtered. 

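Col3a1 rose and Csf3 and Ctsk fell in 2-g, 3 genes that the paper ties to abnormal bone density. Of the 15 measured genes of its arthritis group for set 2, 5 rose (Egln3, Adm, Egln1, Col3a1 and Adamts5), 7 fell and 3 did not pass in that set (7 rose and 8 fell when adjusted over the list alone). Of the 5 of abnormal bone density, 1 rose (Col3a1), 2 fell (Csf3 and Ctsk) and 2 did not pass in set 2 (2 and 2 when adjusted over the list alone, and the same with the block). Col3a1, a chain of collagen III, rose by 0.67 (SE 0.16, adjusted p = 0.0437), and Ctsk, the protease by which osteoclasts dissolve bone collagen, fell with a log2 fold change of −0.50 (SE 0.10, adjusted p = 0.0179). Neither passed in a fit of only the 6 arrays of set 2. In set 4, 3 of the 18 genes of the arthritis group rose (Ccl3, Csf3 and Cxcl9), 11 fell and 4 did not pass (6 and 12 when adjusted over the list alone, and the same with the block). Of 16 genes of dyskinesia 1 rose (Ppargc1a), 11 fell and 4 did not pass (1 and 14 when adjusted over the list alone). Ctsk rose there by 0.58 (SE 0.10, adjusted p = 0.00770), and Kdm3a, a histone demethylase that needs oxygen, changed by −0.87 (SE 0.12, adjusted p = 0.00267). The study chose these genes on these samples, so the counts are not independent evidence. The calls of Col3a1 (adjusted p = 0.168), Ctsk (adjusted p = 0.0883), Egln1 (adjusted p = 0.0640) and Adamts5 (adjusted p = 0.0684) in set 2 were lost without 2-g replicate 3, those of Csf3 (adjusted p = 0.171) and Adm (adjusted p = 0.0602) in set 2 without control replicate 3, and those of Csf3 (adjusted p = 0.136) and Cxcl9 (adjusted p = 0.0998) in set 4 without 2-g replicate 2.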

Diseases of bone metabolisms were presented with the corresponding set of genes (Table 6). Particularly, *CA9* and *CA12* play role in osteoporosis (Table 6).

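Car9 and Car12, membrane enzymes that acidify the space outside the cell, are the CA9 and CA12 of the paper. Car9 fell in μ-g against 2-g, and Car12 fell in μ-g against control. Car9 averaged 6.33 ± 0.17 (SD, n = 3) in μ-g, 6.38 ± 0.22 in 1-g, 7.97 ± 0.95 in control and 9.47 ± 0.58 in 2-g. Its log2 fold change in set 4 was −3.14 (SE 0.39, adjusted p = 0.00116). With the widest spread of the 12 genes among the control arrays, it had a value of −1.64 (SE 0.39, adjusted p = 0.0786) in set 1. The values were −1.59 (SE 0.39, adjusted p = 0.127 and 0.0123 with the block) in set 3 and 1.50 (SE 0.39, adjusted p = 0.0591 and 0.00454 with the block) in set 2. Car12 averaged 7.11 ± 0.26 in μ-g, 7.11 ± 0.12 in 1-g, 8.15 ± 0.46 in control and 7.95 ± 0.28 in 2-g. It fell in set 1, with a log2 fold change of −1.03 (SE 0.21, adjusted p = 0.0435). Its values were −1.04 (SE 0.21, adjusted p = 0.0708 and 0.0306 with the block) in set 3, −0.84 (SE 0.21, adjusted p = 0.0536 and 0.0266 with the block) in set 4 and −0.19 (SE 0.21, adjusted p = 0.730) in set 2. Of 16 measured carbonic anhydrases, Car12 alone fell in set 1 and 15 did not pass (2 fell when adjusted over the list alone). Car13 rose and Car9 fell in set 4 (2 and 2 when adjusted over the list alone, 1 and 2 with the block). Car13, an enzyme of the cytosol, rose by 0.30 (SE 0.05, adjusted p = 0.0124). In set 2 limma called 0 of the 16 genes, with 1 higher and 2 lower at unadjusted P (1 and 1 when adjusted over the list alone, and the same with the block). In set 3 it called 0, with 2 higher and 2 lower (2 lower when adjusted over the list alone, and 2 with the block). Camera gave adjusted p = 0.599, 0.921, 0.489 and 0.574 for the list in set 1 to set 4. Car13 did not pass in a fit of only the 6 arrays of set 4, and the calls of Car12 (adjusted p = 0.196) in set 1 were lost without μ-g replicate 1, and those of Car13 (adjusted p = 0.0633) in set 4 without 2-g replicate 3.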

**Table 6:** DEGs involved in disease processes in four sets.

**Group**	**Disease term**	**Genes**
μ-g *vs*. control	osteoporosis	CA9, CA12
1-g *vs*. control	osteoporosis	CA9, CA12
	juvenile rheumatoid arthritis	ADM, IL1RN, CCL3L1/CCL3L3, S100A8, TNF
2-g *vs*. control	arthritis	ADM, ENPP1, SLC7A11, IL10, MMP13, CSF3, EGLN1, CLEC4E, IL1RN, CLEC4D, EGLN3, CCL3L1/CCL3L3, S100A8, ADAMTS5, TNF, COL3A1
	abnormal bone density	CA9, CTSK, CA12, Ly6a, CSF3, COL3A1
μ-g *vs*. 2-g	arthritis	ADM, PGK1, CRYAB, CXCL9, SLC7A11, IL10, MMP13, CSF3, CDA, SELENBP1, RASGRF1, EGLN1, CLEC4E, EGLN3, ALDOA, CCL3L1/CCL3L3, TFRC, ENPP2, COL3A1
	dyskinesia	KDM3A, PGK1, PLOD2, CRYAB, CTGF, SLC2A1, NDRG1, ENO2, CA12, AQP1, SERPINA3, P4HA1, USP13, PENK, LDHA, PPARGC1A

Disease processes in which DEGs participated were selected by iReport system (http://www.ingenuity.com/products/ireport) according to ingenuity knowledge base. Fisher’s exact test was used to calculate the statistical significance between the gene and disease term. iReport analysis presented a set of genes involved in one disease process. Results showed in this table were bone-related diseases in which the 12 verified genes involved. (*P* < 0.05)

**Figure 5:**
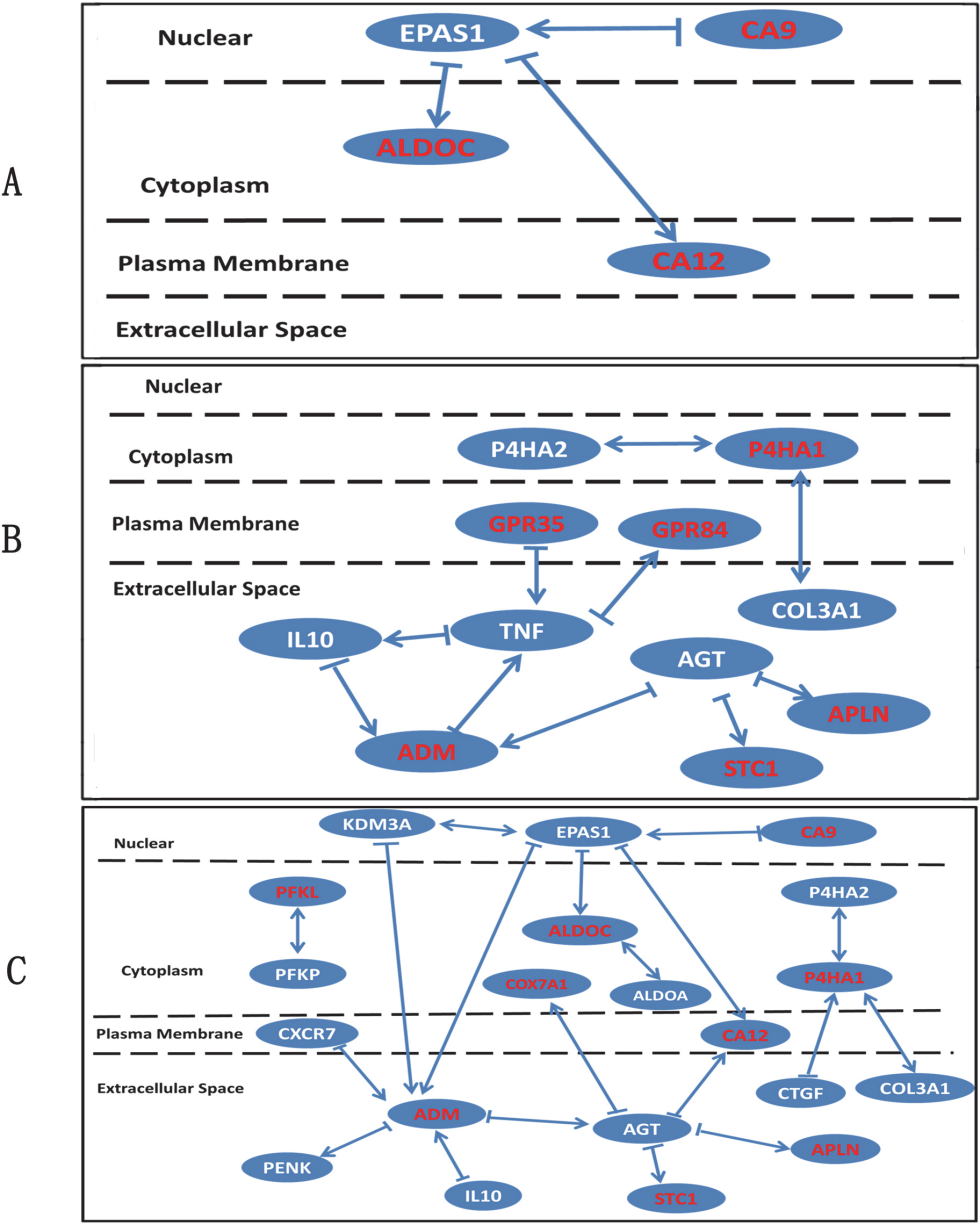
Analysis of interactions among differentially expressed genes in four sets. Interactions of DEGs were mined by iReport (http://www.ingenuity.com/products/ireport) on the basis of Ingenuity knowledge base. The arrow points downstream. The double sided arrow indicated that interaction of the two genes were bi-directional. The red font genes were those verified by PCR, and the write font ones were DEGs tested by microarray. The dashed lines partitioned different regions of osteocyte cell and genes then presented as their cellular locations. (A) μ-g *v.s.* control, (B) 2-g *v.s.* control, (C) μ-g *v.s.* 2-g.

## Discussion

As a novel technology, the diamagnetic levitation technique has caused more and more attention and has been applied in many fields, such as material sciences, biology, and chemistry. In this study, the effects of diamagnetic levitation on gene expression profiling in osteocytes have been investigated for the first time. Our previous results showed that the cellular morphology and cytoskeleton of osteocytes changed dramatically after cultured in LG-HMF for 2 days, and the expression of genes presented a quite different scene [23]. Based on these results, we further investigate the effects of LG-HMF on the gene expression profiling in osteocytes. The novel and most significant finding is that exposure of osteocytes to LG-HMF (μ-g, 1-g, and 2-g) distinguishes some genes that are sensitive to low gravity, magnet field, and the combined environment. The results are helpful to improve our understandings of how cells sense altered gravity and the mechanisms bone loss induced by weightlessness at a cellular level.

Since a high magnetic field coexists with different gravity levels at all time, four groups were designed in this study, namely 1 g group (normal gravity, 16 T), control group (normal gravity, geomagnetic field), 2 g group (2-fold gravity, 12 T), and μ-g group (hypogravity, 12 T). In order to relatively distinguish the effects of magnetic fields and different apparent gravities, we named four sets as set 1(μ-g *v.s.* control), set 2 (2-g *v.s.* control), set 3 (1-g *v.s.* control) and set 4 (μ-g *v.s*. 2-g). Set 1, set 2, set3 and set 4, respectively, showed the effects of diamagnetic levitation, hypergravity, magnetic field and hypogravity.

By using iReport and DAVID analysis, DEGs in 4 sets were obtained. In set1, set 2 and set 4, the number of down regulated DEGs was much more than that of up regulated DEGs but it was converse in set 3. The results indicate that hypergravity increases most of DEGs expression while hypogravity or magnetic field mainly decreases their expression. Moreover, 10 of DEGs (FC>2) were sensitive to the combined environment (Fig. 2). iReport data analysis also showed that more than 20% DEGs in 4 sets belonged to enzyme, moreover, more than 30% DEGs located in cytoplasm in all the four sets. Manchester reported that space flight obviously affected eleven enzymes in indibidual fibers of soleus and tibilis anterior muscules [41]. The findings suggest that enzyme related genes may be very sensitive to extreme environment.

In order to decrease the similar redundant terms and make the biological interpretation more focused, we used DAVID funtional clustering to detect relationships among the annotation terms. The results showed that DEGs associated with glucose metabolic process or glycolysis were strikingly presented in set 1, set 2 and set 4 groups (Table 4). The results suggest that abnormal gravity may affect osteocytes metabolism. Glycolysis is the universal pathway used by all the organisms to extract energy from glucose. Ramirez *et al.*, reported that when mice were subjected to hind limb suspension, the glycolysis was inhibited, while gluconeogenesis was up regulated in liver [42]. The results given by iReport also confirmed the effects of abnormal gravity on glucose metabolism in osteocytes (Fig. 3). Genes related to the apoptosis, necrosis and cell movement processes were also sorted in set 1, set 2 and set 4 by iReport, but genes in set 3 did not present the similar clustering (Fig. 3). These results indicated that abnormal gravity affected osteocyte functions, such as apoptosis, necrosis and cell movement processes but the high magnetic field did not involve in these processed. Furthermore, all these results suggest that osteocytes might respond the mechanical changes through one or more of these processes.

Totally 12 DEGs were concerned and verified because of their significant changes and their involvements in biological processes. Both of PCR and microarray analysis showed the expression of 12 DEGs (*CA9, CA12, P4HA1, ADM, STC1, APLN, GPR35, PFKL, AK4, ALDOC, COX7A1*) was significantly changed in μ-g *v.s.* control, 1-g *v.s.* control and μ-g *v.s.* 2-g. It suggests that these DEGs are sensitive to both altered gravity and high magnetic field. The carbonic anhydrases (CA) belong to a family of enzymes that catalyze the rapid interconversion of carbon dioxide and water to bicarbonate and protons. *CA9* and *CA12* are two members of carbonic anhydrase family [43–45]. It has been known well that another CA isoform, *CA2*, takes an active part in the bone resorption of osteoclasts by regulating the osteoclastic PH. Moreover, *CA9* and *CA12* had been supposed to act as the Synergy factor of *CA2* [43]. Alteration of CA2 in both flight and suspended animals after readaptation to Earth gravity [46].These evidences taken together prompted that *CA9* and *CA12* in osteocytes might do something crucial in mechano-induced bone remodeling. Prolyl 4-hydroxylase subunit alpha-1 (P4HA1), like *CA9* and *CA12* belongs to enzymes, which plays a key role in collagen synthesis. Decrease in *P4HA1* expression demonstrates that LG-HMF may affect collagen synthesis in osteocytes and ultimately impact bone formation.

Adrenomedullin (ADM) is a peptide hormone that in humans is encoded by the *ADM* gene. ADM was reported to inhibit the osteoclastogenesis [47], while stimulate osteoblast growth and proliferation [48]. Up-regulation of the ADM system occurred early and took part in the adaptative changes occurring during simulated microgravity conditions [49]. The decrease of *ADM* expression in osteocytes under LG-HMF condition suggests *ADM* may be involved in response of osteocytes to the extreme environment. Stanniocalcin-1 (STC1) is a glycoprotein hormone involved in calcium/phosphate (Pi) homeostasis. Filvaroff, *et al*. has reported that STC-1 can affect calcium homeostasis, bone and muscle mass and structure, and angiogenesis through effects on osteoblasts, osteoclasts, myoblasts/myocytes, and endothelial cells [50].The reduction of *STC1* expression in osteocytes under LG-HMF conditions suggests *STC1* may be involved in abnormal bone remodeling process. Apelin (APLN) is a peptide that is encoded by the *APLN* gene, and APLN receptor expression is observed at the surface of osteoblasts, the cell progenitors involved in bone formation [51], meanwhile, lack in APLN increased bone mass in mice osteoblast [52]. Our results showed that *APLN* expression significantly decreased in osteocytes in μ-g *v.s.* 2-g, which indicates that *APLN* may be sensitive to altered gravity.

G-protein coupled receptors, *GPR35* and *GPR84* expression dramatically changed in osteocytes under LG-HMF. GPR35 functions as a receptor for the kynurenine pathway intermediate kynurenic acid, which elicits calcium mobilization and inositol phosphate production [53].GPR84 is highly expressed in the bone marrow, and in splenic T cells and B cells [54] and may link fatty acid metabolism to immunologic regulation [55]. Thesed findings indicate that G-protein coupled receptors may directly or indirectly participate in regulating bone metabolism.

Gluconeogenesis is required for the living organisms to grow at the expense of carbon as energy source other than carbohydrates and capable of synthesizing glucose from simple starting materials [56]. In this study, DAVID funtional clustering showed that several DEGs associated with glucose metabolic process or glycolysis were obviously presented under LG-HMF. PCR and microarray results showed that the expression of energy metabolism related genes, *PFKL* (6-phosphofructokinase, liver type), *AK4* (adenylate kinase 4), *ALDOC* (aldolase C, fructose- bisphosphate) and *COX7A1* (cytochrome c oxidase subunit VIIa), dramatically decreased. These results demonstrate that LG-HMF affect metabolic enzymes in osteocytes. The changes in metabolic enzymes in mice liver or muscle fibers were presented under space flight or simulated microgravity conditions [41, 42].

In order to further investigate the function of DEGs, we analyzed the interaction among DEGs by the interaction network. The results showed that there were several hub genes linking the genes of interest in μ-g *v.s.* 2-g, such as *ADM, P4HA1*. And the gene interaction network also showed that some genes, including *EPAS1* (endothelial PAS domain protein 1), *TNF* (tumor necrosis factor), *AGT* (angiotensinogen) were involved in regulating DEGs. The gene interaction network provides useful clues for further study in future. Disease processes in which DEGs participated were selected by iReport system. Particularly, *CA9* and *CA12* play role in osteoporosis. These results further imply the importance of carbonic anhydrases in bone disease.

In summary, the present study used DNA microarray analysis to provide a new and comprehensive cognition to the effects of LG-HMF on gene expression profiles in osteocyte-like cells, and has selected 12 genes (*CA9, CA12, P4HA1, ADM, STC1, APLN, GPR35, PFKL, AK4, ALDOC, COX7A1*) that may be sensitive to altered gravity or magnetic field. The study shows that LG-HMF affects the expression of several kinds of genes related to enzyme, peptide hormone, G-protein coupled receptors and glucose metabolic process. The identification of mechanosensitive genes will help us to understand the mechanism of bone loss to open a new route for the therapeutic control of bone mass and provide new potential countermeasures.

## Materials and Methods

### Cell culture

MLO-Y4 osteocyte-like cell gifted by Dr. Lynda Bonewald [57] were cultured in α-Modified Eagle’s Medium (α-MEM, Gibco, Paisley, UK) containing 5% fetal bovine serum, 5% calf serum (Gibco, Paisley, UK), 1% benzylpenicillin and 1% streptomycin. MLO-Y4 cells grew on culture flask coated with collagen (rat tail collagen type 1, 0.15 mg/ml, BD, USA). Once reaching 80%–85% confluence, cells were digested by trypsin containing 0.03% EDTA, and seeded onto 96-well plates (9102; Corning Costar,Corning, NY, USA) with a density of 30000 per well, then ten wells were placed into a 35-mm tissue-culture plate (Nunc, Inc., Roskilde, Denmark). And then the plate was delivered to the appropriate (μ-g, 1-g, and 2-g) in the bore of the superconducting magnet by the object holder to continuously culture for 48 hours at at 37°C with 5% CO_2_. The control group was incubated at 37°C with 5% CO_2_ in normal condition.

### Superconducting Magnet with Large Gradient High Magnetic Field

Superconducting magnet with LG-HMF was manufactured by Japan Superconductor Technology, Inc. (JASTEC) according to the specific specifications proposed by authors. Specifications of the superconducting magnet were shown in Table 7. The height of the superconducting magnet is 195 centimeters and a Φ51mm×450mm cylindrical cavity can be used for experiment. The superconducting magnet can generate a magnetic force field (*B* ·dB/dz) of −1370, 0, and 1370 T^2^/m in a 51-mm diameter room temperature (RT) bore, corresponding to three apparent body force levels (*μ*-g, 1-*g*, and 2-*g*) and three magnetic induction intensities (12, 16, and 12 T), respectively. The experimental platform for diamagnetic levitation of biological systems has been further developed based on the superconducting magnet by the authors [39,40].The experimental platform mainly contains four sections: superconducting magnet (JASTEC, Japan) providing large gradient high magnetic gravity environments, temperature control system, object stage, gas control system and observing system. The monitoring device was integrated into the object stage to measure the gravity, temperature, and displacement. The temperature control system includes a water-bath pump and a channel system, and the temperature range for the control system was 37 ± 0.5°C.

**Table 7:** Specifications of superconducting magnet.

**Groups**	**Gravity level**	**Magnetic intensity**	**magnetic force field (B ·dB/dz)**
Diamagnetic levitation	μ-g	12T	−1370 T^2^/m
1-g with LG-HMF	1-*g*	16T	0 T^2^/m
2-g with LG-HMF	2-*g*	12T	1370 T^2^/m
Control	1-*g*	geomagnetic field (30–50μT)	0 T^2^/m

This table listed the specifications of the superconducting magnet, including apparent gravity level, magnetic intensity and magnetic force gradient.

To distinguish gravitational or magnetic field effects, we designed 4 groups in this study, namely, control group (1-*g*, geomagnetic field), diamagnetic levitation group (*μ*-g, 12 T), 1-*g* group (1-*g*, 16 T), and 2-*g* group (2-*g*, 12T). For conveniently describing, we named the four sets as set 1 (μ-g *v.s*. control), set 2 (2-g *v.s*. control), set 3 (1-g *v.s*. control) and set 4 (μ-g *v.s*. 2-g).

### Gene expression profiling by DNA microarray

Total RNA was isolated from MLO-Y4 cells exposed to LG-HMF and controls for 48 h using Trizol method as recommended by the manufacturer’s protocol (Invitrogen, Carlsbad, CA, USA). Gene expressions patterns were examined by Affymetrix Mouse Gene 1.0 ST arrays. Total RNA was extracted by using Trizol reagent (Life technologies, Carlsbad, CA, US) with the standard operating steps given by the manufacturer. The integrity of RNA samples were checked by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, US), which performed as a RIN number.

Then, qualified total RNA was further purified by RNeasy micro kit (QIAGEN, GmBH, Germany) and RNase-Free DNase Set (QIAGEN, GmBH, Germany). Purified total RNA were amplified, labeled and purified by using Ambion WT Expression Kit (Ambion, US) and GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, US). After that, array hybridization was in process through GeneChip Hybridization, Wash and Stain Kit (Affymetrix, Santa Clara, CA, US) in Hybridization Oven 645 (Affymetrix, Santa Clara, CA, US). Next was washing arrays in the Fluidics Station 450 (Affymetrix, Santa Clara, CA, US). All of these steps above were followed by their special instructions.

In the end, array slides were scanned by GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA, US). At the same, Quantity control of microarray was tested by Command Console Software 3.1 (Affymetrix, Santa Clara, CA, US) with default settings. Raw data was normalized by Robust Multi-Chip Average (RMA) algorithm. All data have been deposited in NCBI’s Gene Expression Omnibus (Qian et al., 2014) and are accessible through the GEO Series accession number GSE62128 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62128).

### Quantitative Real-Time PCR

RNA extraction was performed all the same as the steps in DNA microarray test. cDNA was obtained by reversing transcription of purified RNA samples by using PrimeScript RT reagent kit (TAKALA, Dalian, China). Gene expression was then examined through quantity real-time PCR (qPCR) with a SYBR Premix Ex Taq Ⅱ kit (Takala, Dalian, China). The PCR cycling procedures were as follow: 95°C 30s, 95°C 10s for denaturation, annealing 20s, 72°C 5s for extension, then plate read on 80°C 2s. 45 cycles were operated from denaturation to plate read.

A relative quantitative analysis method was used to calculate the fold change of differential expression between experimental treatment and control, as well as that between μ-g and 2-g. Messenger RNA-specific oligonucleotide primers were designed by primer premier 5 or NCBI primer pick tools, and their sequences were available in table 8, together with their annealing temperatures.

**Table 8:** *Mus musculus* primers of sensitive genes in MLO-Y4 cells used for quantitative real-time RT- PCR.

**Gene name**	**Primer sequences(5’-3’)**	**Annealing temperature (°C)**	**GenBank Accession no**
Pfkl	F-TGGCTGAGGGATGTGG	60	NM_008826
	R-ATGTGGGTCTGACTGGAAG		
Aldoc	F-TCAACCGCTGCCCACTTC	60	NM_009657
	R-CCATCTCCACTGCCTTCAT		
GPR35	F-ATCACAGGTAAACTCTCAGACACCAACT	62	NM_022320
	R-CTTGAACGCTTCCTGGAACTCT		
GPR84	F-TGCAGCCTTTCTCCGTGGACA	62	NM_030720
	R-TACAGAAGACCGCGCCG		
STC1	F-ATGCTCCAAAACTCAGCAGTGATTC	64.5	NM_009285
	R-CAGGCTTCGGACAAGTCTGT		
Car12	F-CCTATGTTGGTCCTGCTG	56.5	NM_178396
	R-CGTTGTAACCTTGGAACTG		
Cox7a1	F-AAAACCGTGTGGCAGAGAAG	60	NM_009944
	R-CCAGCCCAAGCAGTATAAGC		
P4ha1	F-CTGTTCTGCCGCTACCATGA	60	NM_011030
	R-CCCACTCGTCCTCCTGCTT		
AK4	F-GTGGCTGCGTGAGGCTATTTCTTT	60	NM_009647
	R-CCAGCCTGCCTTAACGTCTTGTGT		
Adm	F-AAGTCGTGGGAAGAGGGA	56	NM_009627
	R-TCTGGCGGTAGCGTTTGA		
Car9	F-ATCACCCAGGCTCAGAACAC	60	NM_139305
	R-TTTCTTCCAAATGGGACAGC		
Apln	F-CCTTGACTGCAGTTTGTGGA	60	NM_013912
	R-GTTCTGGGCTTCACCAGGTA		
GAPDH	F- TGCACCACCAACTGCTTAG	60	XM_001473623
	R- GGATGCAGGGATGATGTTC		
18S rRNA	F-AATCAGGGTTCGATTCCGGA	55	NR0032861
	R-CCAAGATCCAACTACGAGCT		

Primers of 12 DGEs and 18S rRNA were designed based on the sequence of each gene available in GenBank (accession no.) and were synthesized.

### Bioinformatics analysis

We got four groups of comparisons: μ-g *v.s.* control, 2-g *v.s.* control, 1-g *v.s.* control, and μ-g *v.s.* 2-g. iReport online software (Ingenuity Systems, USA) was used to identify the differentially expressed genes (DEGs) of each comparison. The analysis technique for filtering genes was LIMMA [37]. The filtering standard was a fold change cutoff of 1.5, with statistical significance of *P* < 0.05. Cellular locations and molecular functions of genes were mapped to ingenuity knowledgebase through iReport. Bio-data mining processes were also executed by iReport based on ingenuity knowledgebase, which consisted of biological processes, pathways, diseases and interactions. The likelihood of the association between genes and given pathway, biological process, or disease was measured by Fisher’s exact test with the statistical significance *P* < 0.05. DAVID online resource was used to cluster the DEGs. Genes were firstly mapped to three different bio-data categories, Gene ontology, SP-PIR-KEYWORDS and KEGG-PATHWAY. Then genes were clustered according to the corresponding category terms by DAVID.

### Statistical Analysis

Statistically significant differences were determined by Prism statistical software (GraphPad Software Inc., LaJolla, CA, USA). A value of *P* < 0.05 was considered significant in all cases. All data averages or means are accompanied by SDs to indicate the amount of variability in the data.

How the deposited data were processed for this re-analysis (not part of the article)

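RNA of MLO-Y4 cells was measured on Affymetrix Mouse Gene 1.0 ST arrays in 4 groups, μ-g, 1-g, 2-g and control, with 3 arrays per group. The authors normalized the intensities with RMA and deposited log2 values for 28856 transcript clusters on the 12 arrays. The raw intensities were not used, so background correction and summarisation are those of the authors. No array was left out, no column was unused, and no pair of arrays held identical values. Pearson's r across transcript clusters, which are not independent replicates, ran from 0.996 to 0.998 within groups and from 0.995 to 0.998 between groups, and the array medians from 7.04 to 7.12. The number of arrays limits the precision.

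Transcript clusters were paired with gene symbols through the gene identifiers of the platform table and a table of current mouse symbols. Of the clusters, 21789 carry 1 symbol, 1621 carry several and 5446 carry none or are not listed, and 91 gene identifiers had no match. Counts are of 19938 genes with 1 symbol, and for the 999 genes with several clusters the cluster with the highest mean over the 12 arrays was taken. Human symbols of the paper were read as mouse orthologs, and its PGM1 as both Pgm1 and Pgm2. Aldoart1, a retrogene of Aldoa, may share signal with it, and genes without a cluster of 1 symbol, such as Gapdh, are not analysed here.

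A mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), which leaves 8 residual degrees of freedom with 3.90 prior degrees of freedom. The contrasts were set 1 (μ-g v.s. control), set 2 (2-g v.s. control), set 3 (1-g v.s. control), set 4 (μ-g v.s. 2-g) and 2 further comparisons, μ-g v.s. 1-g and 2-g v.s. 1-g. The methods of the paper name LIMMA, a fold change limit and a P under 0.05. They do not say whether P was adjusted or whether each set was fitted alone, and P is read here as unadjusted. Adjusted p-values are those of limma after Benjamini and Hochberg over all genes, unless a list is named. Counts given as adjusted over the list alone adjust over the members of that list. All genes called at adjusted p had 3 arrays of one group above the 3 of the other, which chance gives to 10% of unchanged genes. An exact test of 3 arrays against 3 cannot give a two-sided p under 0.1. The F test of limma covers any difference among the 4 groups.

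The text names the 12 genes of Table 5, PDK1 and the genes that the results of the paper name, the 10 genes with the largest rise and the 10 with the largest fall of each set that pass at adjusted p with groups that do not overlap, up to 4 members of each list, and genes that break the pattern of their list, by a rule fixed in advance with the values of the paper in view. Where 1 of the fixed lists has 5 or fewer calls in set 1 to set 4 all are named. The 25 lists were fixed in advance too: glycolysis, hypoxia response, glycogen and gluconeogenesis, TCA cycle, respiratory chain, 2-oxoglutarate dioxygenases, core apoptosis machinery, inflammatory cytokines and chemokines, extracellular matrix, actin cytoskeleton and focal adhesion, osteoblast and osteocyte markers, macrophage markers, osteoclast markers, adipocyte markers, endothelial markers, mast cell and granule proteases, ER stress and amino acid response, heat shock, oxidative stress (NRF2), cell cycle, cholesterol synthesis, interferon response, mechanosensitive and YAP targets, circadian clock, and carbonic anhydrases. A further 10 lists were taken from Tables 4 to 6 of the paper. A gene of the lists is not reported here. Lists were tested against the other genes with camera at a preset correlation between genes of 0.01 and again with the estimated correlation, and by Fisher's exact test (one-sided) of the genes above 1.5-fold, with Benjamini-Hochberg adjustment over the lists. Rotation (fry, with statmod 1.5.0 present) tested each list against no change and not against the other genes, and gave adjusted p = 0.00995 for the hypoxia response in set 1.

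The replicate numbers 1 to 3 recur in every group. Deviations of arrays from their group means, over all genes, had a mean correlation of 0.342 between arrays of the same number and −0.17 between arrays of other numbers. By the rule used, that each same-numbered pair of a comparison correlates above 0.1, the numbers pair the samples in every comparison but set 1, where the pair of replicates 3 had a correlation of 0.0179. The pairing comes from these values, since the sources used here do not say what the numbers stand for. The fit with the replicate number as a block is given beside a result of the other comparisons where it changes a call or moves a count by more than 1.5 times.

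Each result was computed again with only the 6 arrays of the 2 groups, with the replicate number as a block, with genes above the median level of 7.08, with arrays centred on their medians, with quantile normalization, with an intensity trend and robust prior, with the adjusted p in place of P, with the t-test of the Table 5 notes, per transcript cluster, with the cluster of smallest P, and without each array in turn. Where several single arrays ended a call, the text names the array with the highest adjusted p. A call lost without the named array may thus be lost without many others. Of the 12 arrays left out singly, 11 ended the calls of Pkm, Tpi1 and Egln1 in set 3. The same number ended those of Car12 in set 1 and Bid in set 2. Calls ended by 10 arrays include Aldoa, Gys1 and Pygl in set 3, Pfkl and Tpm2 in set 1, and Mmp9 in set 4. Shared calls of set 1 and set 3 were set beside 100 simulations of unchanged groups with a control group in common. The procedure was tested on simulated data made from these arrays, with 19938 genes. Of genes changed 1.5-fold it recovered 88.1% in set 1, 92.5% in set 2 and 94.0% in set 3. Of those changed 2-fold it recovered 95.5%, 100% and 98.5%, and of those changed 4-fold 100% in each. It called 14, 6 and 14 unchanged genes. These shares hold for the simulated data and need not carry over to the arrays. There, 24 of 36 down-regulated genes above 1.5-fold passed at adjusted p in set 1, 19 of 27 in set 2 and 9 of 27 in set 3. Of up-regulated genes 3 of 5, 50 of 66 and 1 of 1 passed.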

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

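The tests of field strength, of graded gravity and of oxygen supply were chosen only after the result was seen.

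Genes of the hypoxia response differ between the magnet groups when each is set against the same control arrays. In μ-g v.s. 2-g, which is the difference of the effects of μ-g and 2-g, the median log2 fold change of the 34 genes was −0.90, with 29 genes below at adjusted p. In 2-g v.s. 1-g the median was 0.93 (26 rose, 0 fell and 8 did not pass, 32 rose when adjusted over the list alone, adjusted p = 1.27e-68 from camera and adjusted p = 0.00523 with an estimated correlation). In μ-g v.s. 1-g it was −0.03 (limma called 0, with 0 at unadjusted P, adjusted p = 0.592 from camera).

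The tables argue against the strength of the magnetic field as the whole cause of this pattern, since μ-g and 2-g were both at 12 T and the list had a median of −0.90 between them, where a value within 0.2 of 0 was needed. They also argue against a response that is graded with apparent gravity alone, since μ-g differed from 1-g by −0.0301 and 2-g from 1-g by 0.93, and a graded response needed at least 1 part in 4 of the latter. The 1-g group was at 16 T, and against control, at the same gravity, its median was −0.32, where μ-g had −0.33 and 2-g 0.62, so a graded response joined with an effect of the field stays open. Left open is an oxygen supply that differs between the places of culture. The 12 members that the paper does not name had a median of 0.40 in 2-g v.s. 1-g (5 rose, Ankrd37, Ero1a, Mxi1, Stc2 and Ddit4), above the 0.2 that such a supply needs, but each gravity level has 1 place in the bore, so place, force and gravity cannot be told apart. Hypergravity itself, a biological explanation that the design names, stays open and untested for the same reason.

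The comparison of 2-g v.s. 1-g, which the paper does not give, held 130 genes at FC > 1.5 and unadjusted P under 0.05, 110 up-regulated and 20 down-regulated. Of these, 65 were called in set 2, 117 in set 4 and 8 in none of the 4 sets. At an adjusted p under 0.05 it held 251 genes that rose and 200 that fell, and 1510 passed with the replicate number as a block. Without 1-g replicate 1 the number at adjusted p was 168, and in a fit of only the 6 arrays it was 252. In μ-g v.s. 1-g limma called 0 genes at adjusted p and 460 at unadjusted P, a fit of only the 6 arrays called 0 and 326, and the t-test of the Table 5 notes 0 at adjusted p.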

How the results depend on the processing

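No alternative was chosen after seeing the data except the hypoxia list without the genes that the paper names. For named genes, 203 pairs of gene and set, 176 of them past adjusted p, gave 3849 values under the alternatives: 2820 kept direction and side of the threshold, 977 no longer passed, 52 newly passed and 0 reversed. Of these pairs, 104 no longer passed with only the 6 arrays and 168 with the t-test of the Table 5 notes, which leave fewer arrays to estimate the spread, and 667 of the values without 1 array no longer passed.

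With only the 6 arrays of the 2 groups, genes at adjusted p numbered 0 in set 1, 151 in set 2, 0 in set 3, 301 in set 4 and 252 in 2-g v.s. 1-g. With the replicate block they numbered 938, 1870, 352, 1831 and 1510, and 2324 for any difference among the 4 groups. The numbers do not pair the samples in set 1, whose pair of replicates 3 had a correlation of 0.0179, and over all groups 10 of 12 arrays correlated best with their own number in every other group. Of genes given with a value in the other comparisons and counts over whole lists, the block changed no call, and moved no count by more than 1.5 times, beyond those given beside them. With an intensity trend and robust prior set 1 held 109. With the t-test of the Table 5 notes the sets held 0, 0, 1 and 15 and 2-g v.s. 1-g 8. With the adjusted p in place of P and the same fold change limit, set 1 held 3 up-regulated genes, set 3 9 down-regulated genes and 4 above 2-fold, set 4 12 up-regulated genes, and set 1 and set 3 shared 4. With the unadjusted P and FC > 1.5 in place of 2, set 1 and set 3 shared 25. Per transcript cluster, μ-g v.s. 1-g held 1 at FC > 1.5. The estimated correlation gave adjusted p = 0.106 for glycolysis and adjusted p = 0.1005 for the extracellular matrix in set 2. Beyond these numbers of arrays, genes and tests, the cause was not tested.

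Leaving out 1 array gave, at adjusted p, 2 (without μ-g replicate 3) to 392 (without μ-g replicate 2) genes in set 1, 145 (2-g replicate 3) to 660 (μ-g replicate 2) in set 2, 0 (1-g replicate 1) to 61 (μ-g replicate 2) in set 3, 219 (μ-g replicate 1) to 670 (μ-g replicate 2) in set 4, 168 (1-g replicate 1) to 461 (μ-g replicate 2) in 2-g v.s. 1-g, and 206 (2-g replicate 3) to 791 (μ-g replicate 2) among the 4 groups. At FC > 1.5 it gave 5 to 15 (μ-g replicate 2) up-regulated genes in set 1, 1 to 6 (1-g replicate 1) in set 3, 15 (2-g replicate 2) to 40 (μ-g replicate 2) in set 4, 17 (control replicate 1) to 53 (control replicate 2) down-regulated genes in set 2, and 0 to 1 (μ-g replicate 2) in μ-g v.s. 1-g. Above 2-fold it gave 8 (control replicate 2) to 16 (control replicate 3) in set 1 and 11 (2-g replicate 2) to 30 (control replicate 2) in set 2. Signal over background cannot be read from these values, so what it limits is not given.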

Differences from the paper's values

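Of 16 counts in Table 1, 1 differs by more than 1.5 times. For up-regulated genes of set 3 at FC > 1.5 the paper's value is 4 and the value here is 1. Of the alternatives set before the data were examined, leaving out 1-g replicate 1 and leaving out control replicate 2, with 6 each, are within 1.5 times of the paper's value, and the others, with 1 or 2, are not. Of 34 array fold changes in Table 5 that could be compared 0 differ, 20 are within 5% and the largest difference is 26.1%. Without control replicate 2 the fold change of Car9 in set 1 and set 3 differs (0.461 and 0.476, the paper's values being 0.28 and 0.29), and so does that in set 4 without 2-g replicate 2 (0.143, the paper's value being 0.09).

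The paper states that down-regulated genes outnumber up-regulated genes in sets 1, 2 and 4 and that set 3 is the converse. Here, at FC > 1.5, up-regulated and down-regulated genes numbered 5 and 36 in set 1, 66 and 27 in set 2, 1 and 27 in set 3, and 22 and 119 in set 4, and the counts in Table 1 of the paper run the same way as these. For FC > 2, it names CRCT1, ALDOC and HIGD1A as the genes in which set 1 and set 3 differ, and here Mgarp is a further one (log2 fold changes of −1.13 and −0.97). Against set 4, it names CA12 for set 3, as found here, and MGARP and CRCT1 for set 1, where here these are Crct1 and Car12, and Mgarp is called in set 4 (log2 fold change −1.45).

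The paper states that GPR35, PDK1, AK4, ADM, COX7, STC1, ALDOC, CA9 and CA12 fell significantly in set 1, set 3 and set 4, by RT-PCR. On the arrays all 9 were lower in all 3 sets, with COX7 read as Cox7a1, and at an adjusted p under 0.05 over all genes Cox7a1 passed in the 3 sets, Gpr35, Ak4, Pdk1 and Car12 in set 1, and all but Car12 in set 4. With the replicate number as a block, all 9 passed in set 3. They passed in set 1 too (Adm with the highest adjusted p, 0.0274), although by the rule used the numbers do not pair the samples there. For APLN it states a slight rise in set 1, where the array value was −0.63 (adjusted p = 0.0839). Its RT-PCR values of P4ha1 in set 1 and set 3 lie above control and the array values below, at −0.32 and −0.19. GPR84 is stated to have fallen in set 1 and set 3, and its array values were lower there without passing (adjusted p = 0.249 and 0.432).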

Other observations

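The tests of macrophage-like cells, of a shift of whole arrays and of a shared batch and the splits with the replicate number as a block were chosen only after the result was seen.

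Of 31 genes of the cytokine list 9 fell and 1 rose in 2-g against control, with a median log2 fold change of −0.16 over the 31 and of −0.67 over the 9. A smaller number of macrophage-like cells in the 2-g cultures would lower macrophage markers too. Of 20 markers, 4 lay above the median level of all transcript clusters: Cd68 (−0.40), Csf1r (−0.09), Lyz2 (−0.16) and Cd14 (−0.09), with a median of −0.13. This lies above the bound of −0.25 that had been set for excluding the explanation. The explanation is nevertheless left open, because 4 markers are few, and that 5 markers are required was decided only after this value was seen. A reader who keeps to the bound alone would take the explanation as excluded. Over all 20 markers, 16 were lower and 4 higher in set 2, with a median of −0.04. Cd53 (−0.57, adjusted p = 0.0470), which is not among the 4 markers above the median level, fell. A shift of whole arrays left by the normalization would lower all genes alike, but the median log2 fold change of set 2 over all 19938 genes was −0.00282, with 335 that rose and 285 that fell, so the tables argue against it. Centring the arrays on their medians left 8 genes of the list that fell and moved the median of set 2 by 0.0039, too little to test anything. Whether the normalization removed a change common to most genes was not tested. A biological explanation was not tested.

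Arrays of the same replicate number deviated together, with a mean correlation of 0.342, and 1 of 216 renumberings within groups, the real one, reached this value (share 0.00463). A batch that arrays of one number share stays open, since this correlation is the pattern itself and what the numbers stand for is not given in the sources used here. The first principal component held 32.3% of the variance and the second 16.3%.

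In fits of 6 arrays, the 10 splits of 3 against 3 are too few for a share under 0.05. At FC > 1.5 and unadjusted P, set 1 held 41 genes and the highest other split 21, set 2 92 and 34, set 3 28 and 12, set 4 140 and 28, and 2-g v.s. 1-g 131 and 19, so that 1 of 10 splits was as large in each. In μ-g v.s. 1-g the real split held 0 genes and the highest other 10, so that 10 of 10 were as large. Where the numbers pair the samples, the real split parts all 3 pairs, and the highest other split that does so held 0 genes in set 2, 1 in set 3, 1 in set 4, 3 in μ-g v.s. 1-g and 0 in 2-g v.s. 1-g. The splits with higher values part 1 pair and keep the others together. For any difference among the 4 groups, 1 of 100 splits, the real one with 629 genes, was as large, and the highest other held 468. With the replicate number as a block, 100 splits parted the arrays of each number over the 4 groups. Of these 1, the real one with 2324 genes, was as large, and the highest other held 1245. In both tests the real grouping held more genes than any other split. The splits treat arrays as independent. If the samples of a group came from a single culture, the splits cannot exclude a chance difference between cultures. Without 2-g replicate 3 the F test called 206 genes, and splits without that array were not run.

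Few genes of bone cells changed. Of 21 measured markers of osteoblasts and osteocytes, Col1a1 rose in set 2 (2 rose and 0 fell when adjusted over the list alone, and 2 rose and 0 fell with the block). Of the markers of osteoblasts and osteocytes, limma called 0 in set 1, set 3 and set 4, and at unadjusted P 1 in set 1, 1 in set 3 and 2 in set 4 (0 rose and 2 fell with the block). Camera on the markers of osteoblasts and osteocytes gave adjusted p = 0.599, 0.409, 0.330 and 0.139 in set 1 to set 4. Of 12 measured osteoclast markers, Ctsk fell in set 2 (0 rose and 2 fell when adjusted over the list alone, and 0 rose and 2 fell with the block) and Ctsk and Mmp9 rose in set 4 (2 rose and 0 fell when adjusted over the list alone). Of the osteoclast markers, limma called 0 in set 1 and set 3, and at unadjusted P 1 in set 1 and 0 in set 3. Camera on the osteoclast markers gave adjusted p = 0.494, 0.236, 0.804 and 0.0812 in set 1 to set 4. Of 20 measured macrophage markers, Cd53 fell in set 2 (0 rose and 2 fell when adjusted over the list alone, and 0 rose and 2 fell with the block) and Cd68 rose in set 4 (1 rose and 0 fell when adjusted over the list alone, and 2 rose and 0 fell with the block). Of the macrophage markers, limma called 0 in set 1 and set 3, and at unadjusted P 2 in set 1 (0 rose and 1 fell when adjusted over the list alone) and 2 in set 3 (0 rose and 1 fell when adjusted over the list alone, and 0 rose and 1 fell with the block). Camera on the macrophage markers gave adjusted p = 0.566, 0.0709, 0.311 and 0.256 in set 1 to set 4. The calls of Col1a1 (adjusted p = 0.0858) and Ctsk (adjusted p = 0.0883) in set 2 were lost without 2-g replicate 3, those of Cd53 (adjusted p = 0.174) in set 2 without control replicate 3, those of Mmp9 (adjusted p = 0.139) in set 4 without 2-g replicate 2, and those of Cd68 (adjusted p = 0.115) in set 4 without μ-g replicate 1.

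Of genes of other cell types, few changed. Of 11 measured adipocyte markers, Pparg rose in set 4 (1 rose and 2 fell when adjusted over the list alone, and 1 rose and 2 fell with the block). Of the adipocyte markers, limma called 0 in set 1, set 2 and set 3, and at unadjusted P 3 in set 1 (1 rose and 0 fell when adjusted over the list alone), 4 in set 2 (1 rose and 1 fell with the block) and 7 in set 3 (2 rose and 1 fell when adjusted over the list alone, and 1 rose and 0 fell with the block). Camera on the adipocyte markers gave adjusted p = 0.0908, 0.0942, 0.0218 and 0.896 in set 1 to set 4, and adjusted p = 0.293 with an estimated correlation in set 3. Of 12 measured endothelial markers, limma called 0 in set 1, set 2, set 3 and set 4, and at unadjusted P 1 in set 1, 1 in set 2, 1 in set 3 and 1 in set 4. Camera on the endothelial markers gave adjusted p = 0.376, 0.685, 0.845 and 0.139 in set 1 to set 4. Of 14 measured proteases of mast cells and granules, Mcpt8 fell in set 2 (0 rose and 2 fell when adjusted over the list alone, and 0 rose and 2 fell with the block). Of the proteases of mast cells and granules, limma called 0 in set 1, set 3 and set 4, and at unadjusted P 2 in set 1, 0 in set 3 and 2 in set 4 (1 rose and 0 fell when adjusted over the list alone, and 2 rose and 0 fell with the block). Camera on the proteases of mast cells and granules gave adjusted p = 0.548, 0.0451, 0.311 and 0.129 in set 1 to set 4, and adjusted p = 0.326 with an estimated correlation in set 2. The calls of Mcpt8 (adjusted p = 0.104) in set 2 were lost without 2-g replicate 3.

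Of antioxidant genes under NRF2, 4 fell in 2-g. Nqo1, a quinone reductase, fell with a log2 fold change of −0.42 (SE 0.06, adjusted p = 0.00395), and Txnrd1, a thioredoxin reductase, with −0.38 (SE 0.07, adjusted p = 0.0127). Of 22 measured genes of this response, Nqo1, Txnrd1, Srxn1 and Gclm fell in set 2 (0 rose and 4 fell when adjusted over the list alone) and Txnrd1, Srxn1 and Gclm rose in set 4 (6 rose and 1 fell when adjusted over the list alone, and 7 rose and 1 fell with the block). Of the genes of this response, limma called 0 in set 1 and set 3, and at unadjusted P 4 in set 1 (0 rose and 1 fell when adjusted over the list alone) and 2 in set 3 (0 rose and 1 fell when adjusted over the list alone, and 0 rose and 1 fell with the block). Camera on the genes of this response gave adjusted p = 0.513, 0.00103, 0.845 and 0.0113 in set 1 to set 4, and adjusted p = 0.1005 with an estimated correlation in set 2 and adjusted p = 0.154 with an estimated correlation in set 4. Txnrd1 in set 2 did not pass in a fit of only the 6 arrays. The calls of Txnrd1 (adjusted p = 0.0568) in set 2 were lost without control replicate 1, those of Srxn1 (adjusted p = 0.0565) in set 2 without control replicate 3, those of Gclm (adjusted p = 0.141) in set 2 without 2-g replicate 3, those of Srxn1 (adjusted p = 0.0913) in set 4 without μ-g replicate 1, and those of Gclm (adjusted p = 0.0522) in set 4 without 2-g replicate 3.

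Of genes of other stress responses, few passed. Of 25 measured genes of ER stress and amino acid response, Hsp90b1 rose in set 2 (1 rose and 2 fell when adjusted over the list alone, and 2 rose and 9 fell with the block). Of the genes of ER stress and amino acid response, limma called 0 in set 1, set 3 and set 4, and at unadjusted P 5 in set 1 (4 rose and 0 fell when adjusted over the list alone), 4 in set 3 and 6 in set 4 (7 rose and 0 fell with the block). Camera on the genes of ER stress and amino acid response gave adjusted p = 0.819, 0.0933, 0.873 and 0.109 in set 1 to set 4, and adjusted p = 0.00479 with the block in set 2 and 0.00645 with the block in set 4. Of 18 measured heat shock genes, Hspa4 rose and Cryab fell in set 4 (7 rose and 3 fell when adjusted over the list alone, and 7 rose and 3 fell with the block). Of the heat shock genes, limma called 0 in set 1, set 2 and set 3, and at unadjusted P 7 in set 1, 6 in set 2 (2 rose and 0 fell with the block) and 3 in set 3 (0 rose and 1 fell with the block). Camera on the heat shock genes gave adjusted p = 0.237, 0.956, 0.330 and 0.162 in set 1 to set 4. Of 20 measured interferon response genes, Oas2 rose in set 2 (1 rose and 0 fell when adjusted over the list alone, and 1 rose and 2 fell with the block). Of the interferon response genes, limma called 0 in set 1, set 3 and set 4, and at unadjusted P 8 in set 1 (7 rose and 0 fell when adjusted over the list alone), 6 in set 3 (1 rose and 0 fell with the block) and 5 in set 4 (1 rose and 0 fell when adjusted over the list alone, and 3 rose and 0 fell with the block). Camera on the interferon response genes gave adjusted p = 0.00106, 0.126, 0.00252 and 0.139 in set 1 to set 4, and adjusted p = 0.615 with an estimated correlation in set 1 and adjusted p = 0.670 with an estimated correlation in set 3. The calls of Hsp90b1 (adjusted p = 0.180) and Oas2 (adjusted p = 0.186) in set 2 were lost without 2-g replicate 3, and those of Hspa4 (adjusted p = 0.167) in set 4 without μ-g replicate 1.

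Single genes of mechanical signalling and of the clock fell in μ-g against 2-g. Ccn2, a matrix protein induced by YAP, fell with a log2 fold change of −0.63 (SE 0.10, adjusted p = 0.00517), and Ciart, a repressor of the clock, with −1.13 (SE 0.14, adjusted p = 0.00153). Of 23 measured targets of mechanical signalling and YAP, Ccn2 and Fosl1 fell in set 4 (0 rose and 9 fell when adjusted over the list alone, and 0 rose and 8 fell with the block). Of the targets of mechanical signalling and YAP, limma called 0 in set 1, set 2 and set 3, and at unadjusted P 7 in set 1 (0 rose and 3 fell when adjusted over the list alone), 5 in set 2 (2 rose and 0 fell when adjusted over the list alone, and 2 rose and 0 fell with the block) and 6 in set 3 (0 rose and 3 fell when adjusted over the list alone, and 0 rose and 2 fell with the block). Camera on the targets of mechanical signalling and YAP gave adjusted p = 0.00326, 0.0516, 0.0199 and 1.30e-06 in set 1 to set 4, and adjusted p = 0.373 with an estimated correlation in set 1, adjusted p = 0.482 with an estimated correlation in set 3 and adjusted p = 0.0609 with an estimated correlation in set 4, and adjusted p = 0.0416 with the block in set 2. Of 17 measured clock genes, Ciart fell in set 1 (0 rose and 1 fell when adjusted over the list alone), Rora rose in set 2 (2 rose and 0 fell when adjusted over the list alone, and 3 rose and 0 fell with the block) and Nr1d2 rose and Ciart, Bhlhe40 and Per1 fell in set 4 (2 rose and 8 fell when adjusted over the list alone, and 1 rose and 7 fell with the block). Of the clock genes, limma called 0 in set 3, and at unadjusted P 6 in set 3 (0 rose and 1 fell when adjusted over the list alone, and 0 rose and 2 fell with the block). Camera on the clock genes gave adjusted p = 0.0615, 0.00181, 0.0218 and 1.39e-06 in set 1 to set 4, and adjusted p = 0.150 with an estimated correlation in set 2, adjusted p = 0.473 with an estimated correlation in set 3 and adjusted p = 0.0454 with an estimated correlation in set 4. The calls of Ciart (adjusted p = 0.129) in set 1 were lost without μ-g replicate 3, those of Rora (adjusted p = 0.133) in set 2 without control replicate 3, those of Nr1d2 (adjusted p = 0.165) and Bhlhe40 (adjusted p = 0.127) in set 4 without μ-g replicate 1, and those of Per1 (adjusted p = 0.0522) in set 4 without 2-g replicate 3.

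Of genes of the cell cycle, cholesterol and mitochondria, few passed. Of 29 measured cell cycle genes, limma called 0 in set 1, set 2, set 3 and set 4, and at unadjusted P 5 in set 1, 4 in set 2 (1 rose and 1 fell with the block), 5 in set 3 and 3 in set 4 (1 rose and 0 fell with the block). Camera on the cell cycle genes gave adjusted p = 0.376, 0.393, 0.140 and 0.845 in set 1 to set 4. Of 19 measured cholesterol synthesis genes, Hsd17b7 and Insig1 rose in set 4 (7 rose and 0 fell when adjusted over the list alone, and 9 rose and 0 fell with the block). Of the cholesterol synthesis genes, limma called 0 in set 1, set 2 and set 3, and at unadjusted P 7 in set 1 (2 rose and 0 fell when adjusted over the list alone), 2 in set 2 (0 rose and 1 fell with the block) and 7 in set 3 (1 rose and 0 fell when adjusted over the list alone, and 1 rose and 0 fell with the block). Camera on the cholesterol synthesis genes gave adjusted p = 0.000690, 0.0809, 0.000195 and 1.30e-06 in set 1 to set 4, and adjusted p = 0.615 with an estimated correlation in set 1, adjusted p = 0.613 with an estimated correlation in set 3 and adjusted p = 0.264 with an estimated correlation in set 4, and adjusted p = 0.0212 with the block in set 2. Of 20 measured TCA cycle genes, Ogdh rose in set 4 (2 rose and 0 fell when adjusted over the list alone, and 3 rose and 0 fell with the block). Of the TCA cycle genes, limma called 0 in set 1, set 2 and set 3, and at unadjusted P 1 in set 1 (1 rose and 0 fell when adjusted over the list alone), 2 in set 2 (0 rose and 1 fell when adjusted over the list alone, and 0 rose and 2 fell with the block) and 1 in set 3 (1 rose and 0 fell when adjusted over the list alone, and 1 rose and 0 fell with the block). Camera on the TCA cycle genes gave adjusted p = 0.591, 0.00450, 0.656 and 0.000542 in set 1 to set 4, and adjusted p = 0.326 with an estimated correlation in set 2 and adjusted p = 0.228 with an estimated correlation in set 4. Of 40 measured respiratory chain genes, Ndufa4 fell in set 2 (0 rose and 1 fell when adjusted over the list alone, and 0 rose and 7 fell with the block) and Ndufa4 rose in set 4 (1 rose and 0 fell when adjusted over the list alone). Of the respiratory chain genes, limma called 0 in set 1 and set 3, and at unadjusted P 4 in set 1 and 1 in set 3. Camera on the respiratory chain genes gave adjusted p = 3.62e-06, 2.04e-07, 0.0125 and 0.308 in set 1 to set 4, and adjusted p = 0.373 with an estimated correlation in set 1, adjusted p = 0.220 with an estimated correlation in set 2 and adjusted p = 0.670 with an estimated correlation in set 3. Ndufa4, a subunit of cytochrome c oxidase that Ndufa4l2 resembles, had a log2 fold change of −0.40 (SE 0.06, adjusted p = 0.00500) in set 2 and 0.32 (SE 0.06, adjusted p = 0.0124) in set 4. The calls of Hsd17b7 (adjusted p = 0.106), Insig1 (adjusted p = 0.156) and Ogdh (adjusted p = 0.152) in set 4 were lost without μ-g replicate 1, and those of Ndufa4 (adjusted p = 0.0582) in set 4 without 2-g replicate 2.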
